# Identification of genome-wide targets of Olig2 in the adult mouse spinal cord using ChIP-Seq

**DOI:** 10.1371/journal.pone.0186091

**Published:** 2017-10-19

**Authors:** Andrew J. Darr, Matt C. Danzi, Lee Brady, Dorothea Emig-Agius, Amber Hackett, Roozbeh Golshani, Nikita Warner, Jae Lee, Vance P. Lemmon, Pantelis Tsoulfas

## Abstract

In jawed vertebrates, oligodendrocytes (OLs) are the myelin-producing glial cells responsible for ensheathment of axons within the central nervous system and are also crucial for remyelination following injury or disease. Olig2 is a crucial factor in the specification and differentiation of oligodendrocyte precursor cells (OPCs) that give rise to mature, myelin-producing OLs in the developing and postnatal CNS; however, its role in adulthood is less well understood. To investigate the role Olig2 plays in regulating gene expression in the adult OL lineage in a physiologically-relevant context, we performed chromatin immunoprecipitation followed by next generation sequencing analysis (ChIP-Seq) using whole spinal cord tissue harvested from adult mice.

We found that many of the Olig2-bound sites were associated with genes with biological processes corresponding to OL differentiation (Nkx2.2, Nkx6.2, and Sip1), myelination and ensheathment (Mbp, Cldn11, and Mobp), as well as cell cycle and cytoskeletal regulation. This suggests Olig2 continues to play a critical role in processes related to OL differentiation and myelination well into adulthood.

## Introduction

Wrapping axons in myelin sheaths has evolved in jawed vertebrates, gnatostomes, and some invertebrates as a way to increase nerve conduction velocity, enabling more rapid and efficient flow of information within the nervous system [1,2]. In the CNS, myelin is produced by OLs, making these glia cells indispensable for proper neuronal function and ultimately neural information processing. The importance of axon ensheathment is illustrated by the severe loss of function associated with demyelination following spinal cord injury or in demyelinating disorders like multiple sclerosis (MS), leukodystrophies, and peripheral demyelinating diseases [3–5]. Therefore, understanding the complex gene regulatory networks underlying myelin production and remyelination within the adult CNS is essential for developing future regenerative therapies.

During embryonic development, OPCs located within the ventricular zones (VZ) of both the brain and spinal cord produce OLs that subsequently relocate and distribute throughout the CNS. In the spinal cord, OLs are derived from both ventral, and to a lesser extent, dorsal sources within the VZ beginning around embryonic day 12.5 and 15, respectively [6–9]. Neural progenitors located in the ventral spinal cord are induced by Sonic Hedgehog (Shh) signaling, forming a discrete progenitor domain called the pMN that generates both motor neurons and OPCs in succession [10–12]. Postnatal OPCs, sometimes called polydendrocytes or NG2 cells because of the expression of the proteoglycan NG2, remain abundant in the parenchyma of the adult CNS, where they retain the ability to generate new OLs [13,14].

OL lineage progression is regulated by several stage-specific transcription factors like Olig1, Olig2, Sox10, Nkx2.2 and Nkx6.2 [15–21]. In addition, Id2, Id4, and Hes5 transcription factors must be repressed if OL differentiation is to proceed [22,23]. Furthermore, non-coding RNAs provide an additional layer of transcriptional control in development of the OL lineage. For example, miR-219 is abundant in OLs and was shown to be both necessary and sufficient for OL differentiation [24–27].

Olig2 is a basic helix–loop–helix (bHLH) transcription factor expressed at all stages of OL lineage development and is a major determination factor controlling the specification and differentiation of OPCs [17,18]. Olig2 is indispensable for the generation of motor neurons and OLs, since homozygous inactivation of Olig2 in mice results in the loss of the pMN domain and a subsequent inability to produce motor neurons and OPCs [17,18,28]. In addition, Olig2 is necessary for the development of a subset of astrocytes in both the developing (embryonic and neonatal) brain and spinal cord [29,30] and is critical for reactive astrocyte proliferation after cortical injury [31]. Olig2 mediates transcriptional regulation of effector genes through a core hexanucleotide motif CANNTG, known as an E-box, the presumptive motif recognized by bHLH factors [32].

Our current understanding of Olig2 involvement in CNS myelination and remyelination in the adult CNS remains incomplete in part because the vast majority of transcriptional targets of Olig2 have been identified using purified cells in culture or from embryonic and postnatal CNS tissues as opposed to adult tissue. Identification of genome-wide direct transcriptional targets of Olig2 in the adult CNS tissue would not only improve our understanding of Olig2 function in OPCs and mature, myelinating OLs but would help us better understand and possibly manipulate myelin production and regeneration following spinal cord injury or demyelinating diseases. To this end, we sought to map the genomic loci targeted by Olig2 in the adult mammalian CNS in vivo using ChIP-Seq from spinal cord tissue from adult mice. We subsequently chose a subset of selected ChIP-Seq targets to validate through independent qPCR experiments (ChIP-qPCR). We also identified enriched motifs, and used in-silico analyses to identify critical pathways and functional networks that were overrepresented among the genes proximal to the target sites in the ChIP-Seq dataset. Our findings provide a new resource and important insights into the gene targets of Olig2 involved in proliferation differentiation and maintenance of neuroglia, especially oligodendroglia, in the adult CNS.

## Materials and methods

### Animals

Animal usage and manipulations were performed in accordance with the University of Miami Institutional Animal Care and Use Committee and Public Health Service animal care and use guidelines.

### Chromatin immunoprecipitation (ChIP)

6-week-old male C57BL/6 mice were terminally anesthetized (ketamine/xylazine, 100/15mg, i.p.) and perfused with only cold PBS just prior to removal of the spinal cord. A total of 5 cords were aggregated for each immunoprecipitation (IP) reaction. Tissue preparation and ChIP protocol closely adhered to steps outlined in the MAGnify^™^ Chromatin Immunoprecipitation System manual (Invitrogen, 49–2024) according to manufacturer’s instructions with only a few modifications (see below). Briefly, dissected spinal cords were immediately weighed, cleaned, and minced with a razor blade in ice cold PBS. Minced tissue was then collectively homogenized by passing repeatedly through 18G and 21G needles before crosslinking chromatin with formaldehyde at a final concentration of 1% at room temperature for 10 minutes. Glycine was added to a final concentration of 0.125 M to quench formaldehyde crosslinking, and cells were then pelleted and washed with ice-cold PBS. Cell pellets were resuspended in Lysis Buffer plus Protease Inhibitors at a concentration of 1x10^6 cells / 50 μl. Nuclear lysates were then sonicated using a Branson^®^ 150 Sonifier (power setting 4, 100% duty cycle for 10 × 30-s on 90-s off intervals), yielding chromatin fragments of 50–300 bp. Dynabeads^®^ Protein A/G (Invitrogen, 10010D) were coupled to either 5 μg of Polyclonal Rabbit anti-Olig2 antibody (Millipore, A9610) or Rabbit IgG (Invitrogen, 100005291) by mixing end-over-end for 4 hours at 4°C prior to introduction to lysates. Antibody-conjugated beads were then combined with 500 μl of lysate (~1x10^7 cells) plus 500 μl of Dilution Buffer in 1.5 mL LoBind Eppendorf tubes (Sigma-Aldrich, Z666548-250EA) and mixed by end-over-end rotation overnight at 4°C. Approximately 1% of the total sheared chromatin was set aside and served as Input Control. Beads containing Protein–DNA complexes were subsequently washed with IP Buffer, formaldehyde crosslinking reversed by heat treatment, and the DNA eluted using a 12 Tube Magnetic Separation Rack (NEB, S1509S). Here, we note that the Magnify^™^ protocol is designed for use with 0.2 uL tubes, so in all subsequent steps involving end-over-end rotation we instead placed each 1.5 mL LoBind tube on its side and applied gentle agitation using a platform rocker. This small change to the protocol ensured that the beads remained submerged in solution throughout. For all steps involving bead collection via magnetic rack, 1.5 mL LoBind tubes were placed in the rack in such a way as to concentrate bead collection toward the bottom of the tube, again to keep them submerged in solution. Specifically, foam padding was added at the base of the rack to keep the tubes slightly elevated. Input Control samples were processed at the reverse crosslinking step in parallel with the ChIP’d samples. IgG IP’d DNA was analyzed by qPCR (see below) but was not included in NGS analysis.

### ChIP-Seq library preparation

DNA libraries were prepared from total sheared chromatin (Input Control Library) and ChIP-enriched fragments (ChIP’d Library) using Illumina TruSeq ChIP Library Preparation Kit (Illumina, IP-202-1024). For this experiment, we used a modified TruSeq^®^ ChIP Sample Preparation Guide protocol (Illumina, PN 15023092 Rev.B; Oct. 2013), omitting only the gel purification step to maximize total yield of adapter-ligated library fragments. Input Control and ChIP’d libraries were prepared using recommended inputs of 100 pg/μl (50 μl), for a total of 5 ng per library prep. Libraries were indexed using TruSeq Adapters AR008 (Input Control Library; ACTTGA/A) and AR001 (ChIP’d Library; ATCACG/A). All QC steps (Input DNA quantification, size distributions, and library traces) were evaluated using a Fragment Analyzer Automated CE system with High Sensitivity NGS Fragment Analysis Kit 1bp-6000bp (Advanced Analytical, DNF-474). Libraries were sequenced at 2 x 50 bp read lengths using the Illumina MiniSeq Sequencing System and MiniSeq High-Output Reagent Kits (Illumina, FC-420-1001).

### ChIP-Seq peak calling and data analysis

Sequence analysis was performed using BaseSpace Labs ChIP-Seq v.1.0.2 application (http://www.basespace.com) This application utilizes the algorithms BWA [33] to align the reads to the mouse genome, MACS2 (https://github.com/taoliu/MACS/; [34]) to identify enriched regions pulled down by ChIP, and HOMER, (http://homer.salk.edu/homer/ngs/peakMotifs.html; [35]) to identify motifs within and annotate genes proximal to these enriched regions. Custom input parameters were entered for reference genome (UCSC mouse genome; mm10) and fragment size (148 bp; Average ChIP fragment size as determined using BaseSpace BWA Aligner v1.1.4 and BAMStats 1.25; https://sourceforge.net/projects/bamstats/). Samples for both ChIP’d, and Input Control libraries were used as inputs for MACS2 to improve spatial resolution (specificity) of ChIP-region binding sites.

### ChIP-Seq quality checking

Quality checking was performed following the guidelines of the ENCODE3 Transcription Factor ChIP-Seq processing pipeline v1 (https://docs.google.com/document/d/1lG_Rd7fnYgRpSIqrIfuVlAz2dW1VaSQThzk836Db99c/). The non-redundant fraction of the aligned reads was calculated as the fraction of distinct reads (reads that align to only one genomic loci and do not have any optical duplicates) divided by the total number of reads that aligned to exactly one location. The normalized strand cross-correlation coefficient and relative strand cross-correlation coefficient were calculated using phantompeakqualtools (https://code.google.com/p/phantompeakqualtools/). These cross-correlation coefficients are relative measures of the enrichment of the ChIP data for peak-like distributions of reads (see [36] for a more complete explanation).

### ChIP-qPCR and statistical analysis

ChIP was performed using a protocol similar to the one described above for ChIP-Seq with one minor change to the fragmentation protocol- the Branson 150 Sonifier settings were changed to power setting 4, 100% duty cycle for 5 × 30-s on 90-s off intervals, yielding chromatin fragments of 100–800 bp. Primer pairs were designed using primer-BLAST (https://www.ncbi.nlm.nih.gov/tools/primer-blast/; [37]) to flank each targeted peak site. Each primer pair was subsequently cross-checked for spurious hybridization potential using UCSC In-Silico PCR web server (https://genome.ucsc.edu/cgi-bin/hgPcr?db=mm10) against both the human (hg38) and mouse (mm10) reference genomes to minimize spurious hybridization. Primers used in ChIP-qPCR are provided in Supplementary Materials. qPCR data were generated using an Applied Biosystems 7300 thermocycler and Rotor-Gene SYBR Green PCR Kit (Qiagen, 204074) according to manufacturer’s instructions. At least three independent ChIPs were generated and run in separate qPCR runs, the results are presented as means and presented in a box and whisker format using StatPlus (https://www.analystsoft.com). For between groups comparison a Student’s two-tailed t-test was used. Statistical significance was established when *p* < 0.05.

## Results

### Genome-wide mapping of direct targets of Olig2 in the spinal cords of adult mice

Expression of Olig2 in CNS oligodendroglia cells persists well into adulthood; however, it is unclear what role Olig2 transcriptional regulation plays in neuroglia, particularly OPCs and in mature OLs within the adult spinal cord, both under physiological and pathological conditions. 

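Chromatin bound by Olig2 was immunoprecipitated from whole spinal cord of male C57BL/6 mice at 6 weeks of age and sequenced, with 5 cords aggregated for each IP and sheared chromatin from the same tissue as the Input Control. The authors pooled 2 experiments and called peaks once on the pooled reads, so there is a single list of Olig2 peaks and no replicate. They aligned the reads to the mouse genome (mm10, the same assembly as GRCm38) with BWA, called peaks with MACS2 at a fragment size of 148 bp, and annotated the peaks and searched them for motifs with HOMER, all within the BaseSpace Labs ChIP-Seq application, version 1.0.2. For each peak the deposited list gives a position, a peak score, an annotation, the signed distance to the nearest TSS, the nearest gene with its type, the GC content as a fraction, and hits of 20 sequence motifs. The motif whose most frequent word is AGCAGCTG, which contains an E-box (CANNTG), is called the E-box motif in what is reported here. The name does not mean that an E-box is present, since 3395 of the 4261 hits of this motif (79.7%) hold CANNTG, and a peak without it can hold an E-box, as another listed motif, GGTTGTCACGTG, does. The scale of the peak score is not named, and no read counts are given, so the depth behind each peak is unknown. The Input Control is not analysed here. From the deposited list, the positions of peaks, their sequences in the reference genome and their nearest genes were tested against random windows, neighboring sequence and all other protein-coding genes. All such tests and intervals describe this list of peaks and genes, not the spread between mice or ChIPs, and intervals of shares are exact (Clopper-Pearson).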

Because of this lack of clarity, we sought to identify the genome-wide transcriptional targets of Olig2 in the adult spinal cord in vivo by performing ChIP-Seq analysis on whole spinal cord tissue harvested from healthy adult mice.

Many factors contribute to variability among ChIP-Seq datasets, so to ensure reliability of our data, and in an effort to maximize site discovery and reproducibility, we endeavored to adhere to ENCODE working standards and protocols for conducting and reporting ChIP-Seq data for point-source factors such as a transcription factor [36]. These measures included using a validated ChIP-grade antibody [38–40] and aggregating data from two independent biological experiments, resulting in approximately 55 million uniquely mapped reads, and measurement of the suggested quality control metrics. PCR duplicate analysis revealed that almost all (99.3%) of these uniquely mapped reads were non-redundant. This indicates that the sequenced DNA still retained a high degree of library complexity even after the requisite PCR steps during library preparation and, therefore, the PCR amplification likely had minimal negative impact on the results obtained. Cross-correlation analysis of the aligned ChIP-Seq data revealed evidence of successful ChIP enrichment of the type expected for a point-source transcription factor with a normalized strand cross-correlation coefficient of 1.21 and a relative strand cross-correlation coefficient of 2.98 (see Materials and methods). Each of these cross-correlation coefficients are well above the minimum levels recommended by the ENCODE consortium. Together, these quality-checking metrics support the high quality of the ChIP-Seq data presented here.

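The deposited list held 4215 peaks, each 51 bp wide. Of these, 4212 lay on the nuclear chromosomes and 3 on the mitochondrial genome. The peak with the highest score lay in intron 1 of 13 of Rasgef1c, which encodes a guanine nucleotide exchange factor domain protein (chromosome 11 of GRCm38, 49938821 to 49938871). The next, with a score of 177, lay in intron 1 of 8 of Hivep3, a gene for a DNA-binding zinc finger protein (chromosome 4, 119937970 to 119938020). These were followed by peaks in the promoters of Mrpl34, a protein of the mitochondrial ribosome (peak score 137), and Minos1, a protein of the inner mitochondrial membrane (peak score 133), and in exon 1 of 9 of Psat1, an enzyme of serine synthesis (peak score 131). The remaining 5 of the 10 highest peaks, with scores from 97.7 to 114, had Rbpjl, Kctd14, Kif16b, Kcnq1 and P2rx4 as their nearest genes. Over all peaks the median score was 11.6, with quartiles at 7.76 and 19.98. Peaks whose centers lay within 500 bp of each other formed 4162 regions. The number depends on the score required, with 2549 peaks at a score of at least 10 and 1047 at a score of at least 20.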

The Olig2 ChIP-Seq identified 4,214 unique regions of genomic DNA bound by Olig2 in in vivo (S1 Table; all sequences have been submitted to GEO database: GEO Series accession number GSE103324). To evaluate the global distribution of Olig2-occupied loci, we plotted the number of Olig2 sites against their distance to the nearest transcription start site (TSS). We detected a strong enrichment for Olig2 occupancy within 1 kb of the nearest annotated TSS (Fig 1A), an indication that Olig2 shows a strong occupancy bias toward target promoters. Indeed, further analysis identified 37% of peaks localized to known (annotated) promoters (Fig 1B). 

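Olig2 peaks were crowded at promoters. Of the 4212 nuclear peaks, 1803 (42.8%, 95% confidence interval 41.3 to 44.3%) had their center within 1 kb of a TSS annotated in RefSeq, against 1002 of 42120 windows (2.38%) placed at random on the same chromosomes. The share was 18.0-fold higher (odds ratio 30.7, 95% confidence interval 28.1 to 33.5, two-sided Fisher's exact test, with a p too small for the software to represent). By the deposited distances, 928 peaks (22.0%) lay less than 100 bp from the TSS, where 0.254% of random windows fell, while 310 peaks (7.36%) lay more than 100 kb away, where 34.3% of random windows fell. Most of the peaks at promoters sat upstream of the TSS: of 1722 peaks within 1 kb and not at the TSS itself, 1283 (74.5%, 95% confidence interval 72.4 to 76.6%) were upstream (two-sided exact binomial test, p = 1.01e-95). The odds ratio was 14.6 when windows 50 kb downstream of each peak served as the control, 19.6 for peaks with a score of at least 20, and 12.9 for peaks with the E-box motif. It was 55.8 for a distance of 500 bp and 18.4 for 2 kb. From the enrichment within 1 kb of the TSS, the paper reasons that Olig2 occupancy is biased toward the promoters of its targets.

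**Figure D1:**
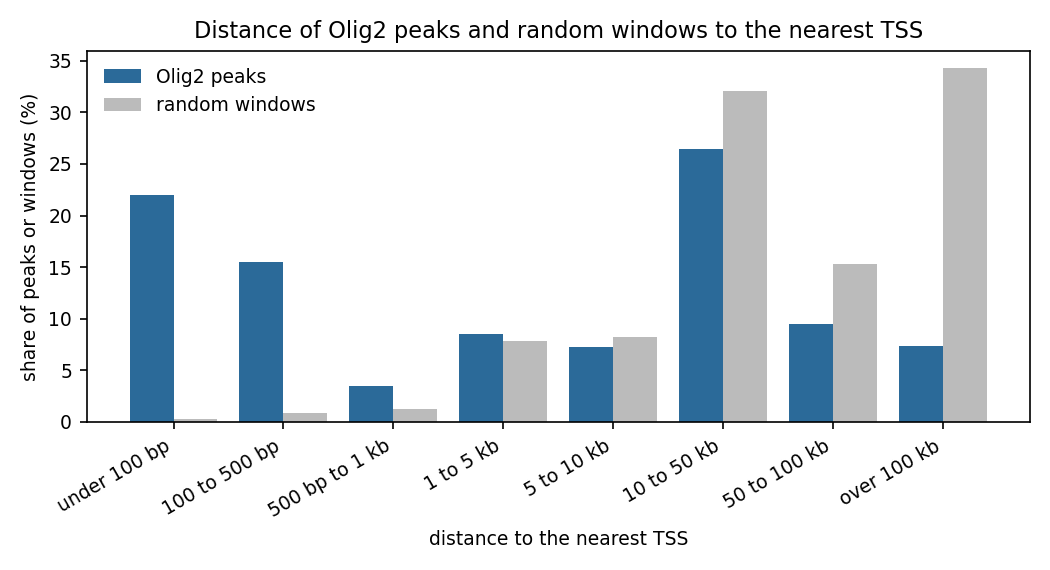
Share of the 4212 nuclear Olig2 peaks (blue, deposited distances) and of 42120 random windows (gray, RefSeq annotation) in 8 classes of distance to the nearest TSS, in percent. Of the peaks, 22.0% lie less than 100 bp from a TSS, against 0.254% of the random windows.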

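By the deposited annotation, 1572 of the 4215 peaks (37.3%, 95% confidence interval 35.8 to 38.8%) lay in promoters. Introns held 1364 peaks (32.4%) and intergenic regions 1002 (23.8%). Exons held 95 peaks (2.25%), transcription termination sites 72, 5' UTRs 53, 3' UTRs 37 and non-coding transcripts 17. Peaks in promoters were not the strongest of the list. The median score of the 1727 peaks within 1 kb of a TSS was 10.5, against 12.7 for the 1823 peaks more than 10 kb away (difference -2.23, two-sided permutation test with 100000 permutations, p = 1e-05, the smallest they can give). Among the peaks with the E-box motif, 19.97% were annotated to promoters.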

Comparative genomic analysis using the VistaPoint tool (http://pipeline.lbl.gov/; [41]) revealed that the majority of Olig2-occupied peaks within intergenic regions or within introns were highly conserved (S1 Fig), which suggests that they may have some functional importance. Binding regions for the transcription factor Nkx2.2 (S1A Fig) and presumptive transcription factor Zfp536 (S1B Fig) were extremely well-conserved among vertebrates, from *Homo sapiens* to *Danio rerio*. Whereas peaks of other targets like transcription factors Nkx6.2 (S1C Fig) and Klf9 (S1D Fig) were also highly conserved from *Homo sapiens* to *Gallus gallus* but were not conserved in *Danio rerio*.

**Fig 1:**
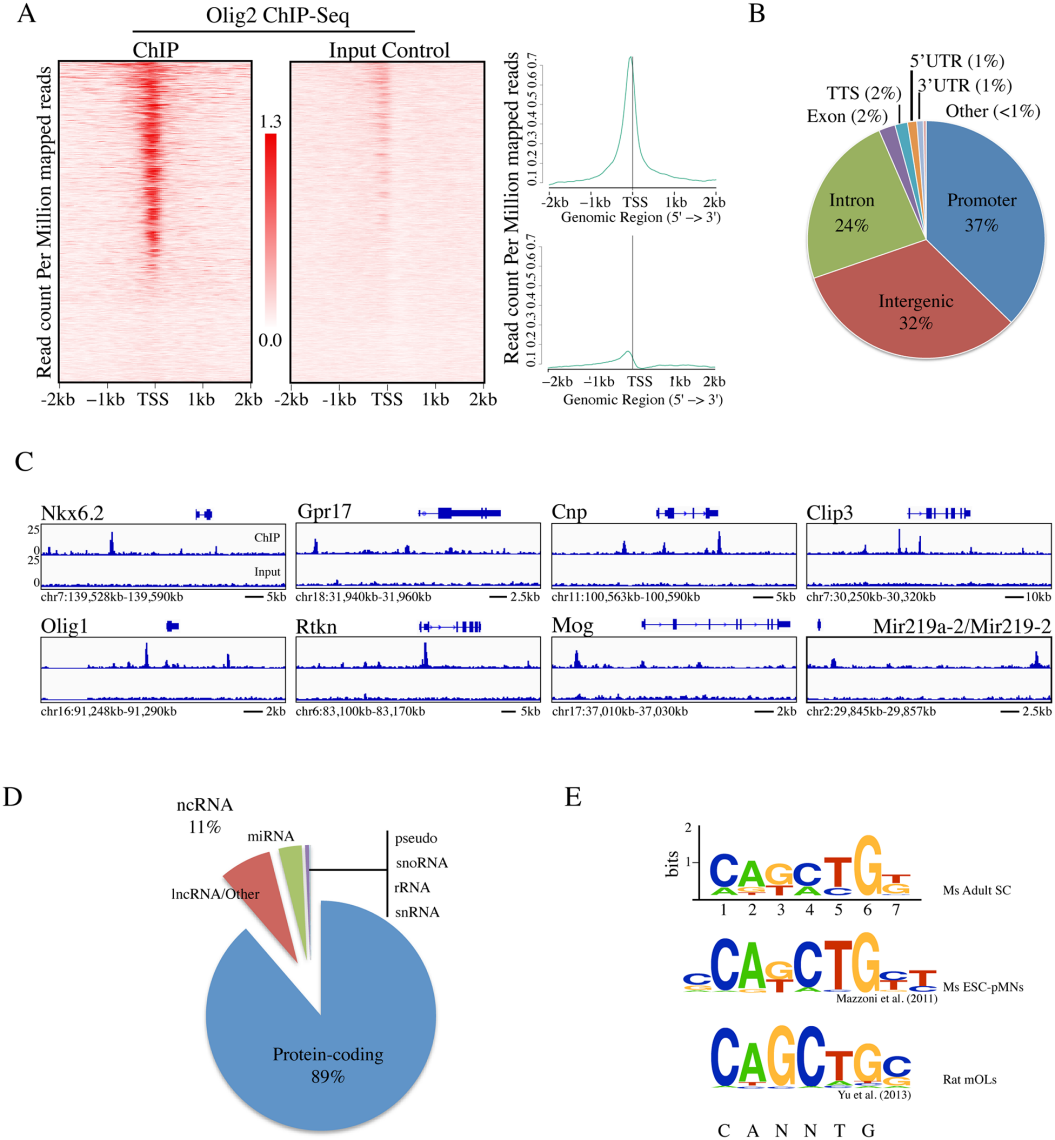
Identification of direct targets of Olig2 in the adult spinal cord in vivo. (A) Heatmap and line plot representation of ChIP-Seq signal density for Olig2 ChIP and Input Control centered on predicted TSS. (B) Pie chart showing proportions of genomic landmarks corresponding to Olig2-bound targets. (C) Integrative Genomics Viewer (IGV) visualization of Olig2 occupancy at selected target sites. (D) Pie chart showing proportions of targets with protein-coding or non-protein-coding designation. (E) De novo motif analysis of Olig2-binding regions identified a putative E-box motif (CANNTG) among ~60% of all Olig2-bound target regions. This motif configuration is consistent with previously published motif analyses for Olig2-occupancy via ChIP-Seq.

To investigate whether any of the Olig2-occupied sites overlapped with genomic regions associated with known enhancer activity by comparing our ChIP-Seq peaks with the 900 enhancers that have consistent tissue-specific enhancer activity and were validated using transgenic assays [42]. Indeed, we found that one of the targeted peaks identified in the ChIP-Seq associated with the transcription factor Nkx2.2, a known target of Olig2 transcriptional regulation during development, localized to a region with demonstrated enhancer activity in vivo [42]. These findings suggest Olig2 preferentially binds to genomic regions associated with putative, and in some cases documented promoter and enhancer activity.

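The Nkx2.2 peak spans 147180813 to 147180863 on chromosome 2 of GRCm38, within the Nkx2-2 gene (147176485 to 147195434), which encodes a homeodomain transcription factor of ventral neural progenitors and oligodendroglia. Its score of 55.0 ranked 117 among all peaks. It was annotated to intron 2 of 2 of Nkx2-2, and its sequence, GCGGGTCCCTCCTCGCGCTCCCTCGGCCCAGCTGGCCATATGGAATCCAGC, holds the E-box CAGCTG. The enhancer set of the paper is not used here. In its place, the 1019 enhancers marked in the RefSeq annotation, 620 of them from the VISTA collection, were compared with the peaks. They held 23 of the 4212 nuclear peaks (0.546%, 95% confidence interval 0.346 to 0.818%) and 33 of the 42120 random windows (0.0783%), an odds ratio of 7.00 (95% confidence interval 4.11 to 11.9, two-sided Fisher's exact test, p = 1.69e-10). The strongest of these peaks, with a score of 88.3, lay on chromosome 14 from 76255365 to 76255415 in an enhancer active in the midbrain. A weaker peak on chromosome 13 (63566303 to 63566353, peak score 8.31) lay in a Hedgehog-responsive enhancer of Ptch1, the receptor for Hedgehog ligands. Not all of these enhancers are neural, since others with a peak are annotated as active in erythroid cells, heart, limb or somites. The annotated enhancer closest to the Nkx2.2 peak is a Hedgehog enhancer of the ventral brain and spinal cord (147188115 to 147188353), which lies 7252 bp from the peak.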

In our analysis, the closest annotated gene to each Olig2-binding site was considered a presumed target. 

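The peaks had 3463 distinct nearest genes. Among the 21900 protein-coding genes of the RefSeq annotation, 3082 (14.1%) were the nearest gene of at least 1 peak, and this share is the level with which groups of genes are compared here. Among the genes with the most peaks were Csrp1, a LIM domain protein, with 7, and, with 6 each, Wscd1, Sept9, and Chd7, a chromatin remodeler. Of the 7 peaks of Csrp1, 2 lay within 1 kb of its TSS. The median distance from a peak to the TSS of its nearest gene was 5318 bp in either direction. The rule assigns the Nkx2.2 peak to the antisense transcript Nkx2-2os, at a distance of -3245 bp, and Nkx2-2 itself is the nearest gene of no peak.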

Several of the targets identified in our ChIP-Seq have been identified elsewhere as direct targets of Olig2, while many genes on our list are known to be expressed in oligodendroglia, including during myelination, but were not previously known as direct targets of Olig2 (Fig 1C). For example, we identified the transcription factors Nkx2.2, Nkx6.2, and both Olig1 and Olig2, known targets of Olig2 transcriptional regulation and necessary for both OL fate specification and differentiation, as targets of Olig2 binding in the adult spinal cord in vivo (Fig 1C). 

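Olig2 peaks stood beside the genes of these transcription factors, but mostly away from their promoters. Olig1, the bHLH paralog of Olig2, had 3 peaks, with the strongest on chromosome 16 from 91266137 to 91266187, at -3607 bp. Olig2 had 4 peaks, of which 3 lay farther than 1 kb from the TSS. The strongest of these (91246383 to 91246433, +20858 bp) had a score of 18.5, while the peak in the Olig2 promoter (91225465 to 91225515, -60 bp) had a score of 3.71, rank 4107. Nkx6-2, a homeodomain repressor, had peaks on chromosome 7 at +37291 bp (139545481 to 139545531) and +19119 bp, both with the E-box motif. Both of these peaks lay in introns of another gene. Of 36 regulators of the oligodendrocyte lineage, a list fixed before the data were examined, 18 had a peak (50.0%, 95% confidence interval 32.9 to 67.1%), against 14.0% of all other protein-coding genes (odds ratio 6.14, 95% confidence interval 3.19 to 11.8, two-sided Fisher's exact test, adjusted p = 1.59e-06). Among them were Nfia, a transcription factor of glial specification (peak score 52.3), Klf9, a zinc finger factor induced by thyroid hormone (39.9), Zfp536 (5 peaks, up to 24.2), and Hes5, a Notch effector (5.67). Sox10, a main regulator of myelin genes, and Id2 and Id4, inhibitors of bHLH factors, were the nearest genes of no peak. The paper names 13 of the 36 genes, partly from these data, and without them 9 of 23 had a peak (odds ratio 3.93). Within 1 kb of the TSS alone, the list did not pass the test (odds ratio 1.58).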

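Markers of oligodendrocyte precursors were bound more often than other genes. Of 20 such markers, 7 had a peak (35.0%, 95% confidence interval 15.4 to 59.2%; odds ratio 3.29, 95% confidence interval 1.31 to 8.26, two-sided Fisher's exact test, adjusted p = 0.0281). The strongest was the peak of Gpr17, a G protein-coupled receptor of differentiating precursors, with a score of 24.5. It lay on chromosome 18 from 31957742 to 31957792, at -8131 bp, in an intron of another gene. Cspg5, a chondroitin sulfate proteoglycan, followed with 13.5, Emid1 with 11.6 and Rlbp1 with 9.71. Pdgfra, the PDGF receptor of precursors, was the nearest gene of no peak. Zeb2 (Sip1), a zinc finger repressor of Smad signaling, had a peak in intergenic sequence of chromosome 2 from 45181724 to 45181774, at -68470 bp, with a score of 12.4. The peaks of Gpr17 and Zeb2 both carried the E-box motif. The precursor list passed the test under 1 of 8 other settings, when only peaks farther than 1 kb from the TSS counted, and its odds ratio was 0.666 when only peaks within 1 kb counted.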

We also identified Gpr17 and Zeb2/Sip1, two genes that had been reported previously as direct binding targets of Olig2 in two separate in vitro ChIP-Seq studies [43,44], as targets of Olig2 in vivo (Fig 1C). In addition to known targets, we also identified as targets of Olig2 OL-specific genes like Cnp, Mbp, Cldn11, and Sirt2, as well as myelin-associated genes like Mobp, Mog, and Mag, which were previously shown to be up-regulated 119-, 98- and 38-fold, respectively, upon OL differentiation in vitro (Fig 1C; [45–47]). 

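Peaks of these genes lay in promoters, introns, UTRs and intergenic sequence. Cnp, an enzyme of non-compact myelin, had 4 peaks. The strongest (score 46.5) lay at +5969 bp on chromosome 11 (100581835 to 100581885). It was annotated to the termination site of another transcript than those of the promoter and exon peaks of Cnp. The promoter peak of Cnp lay at -156 bp (14.8). Sirt2, a tubulin deacetylase, had a promoter peak on chromosome 7 at -98 bp (28766629 to 28766679, score 52.3) without the E-box motif. Mbp, a structural protein of compact myelin, had 4 peaks, with the strongest in its promoter at -158 bp (chromosome 18, 82554280 to 82554330). For Cldn11, the claudin of myelin tight junctions, the strongest of 3 peaks lay on chromosome 3 at +64041 bp (31213936 to 31213986), in an intron of another gene. A weaker one lay in the promoter at -53 bp. Mobp, a myelin protein, had its stronger peak in the 3' UTR (chromosome 9, 120174569 to 120174619, score 18.8). Mog and Mag, proteins of the outer and the inner face of the sheath, had a peak each in intergenic sequence, at -5610 bp on chromosome 17 (37028983 to 37029033) and at -2124 bp on chromosome 7 (30916931 to 30916981), neither with the E-box motif.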

Taken together, the substantial overlap between our in vivo target list and previously published lists of Olig2 targets in vitro, as well as the numerous targets we identified with OL lineage-relevant functions, strongly supports our list of in vivo targets of Olig2 generated by ChIP-Seq.

### Functional genomics of Olig2-occupied target regions

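By the deposited gene type, the nearest gene was protein-coding for 3736 of the 4212 nuclear peaks (88.7%, 95% confidence interval 87.7 to 89.6%), which had 3083 distinct genes. It was a non-protein-coding RNA for 446 peaks (10.6%), a pseudogene for 23, a snoRNA for 4, an rRNA for 2 and a snRNA for 1. Peaks nearest to protein-coding genes lay within 1 kb of the TSS in 1639 cases (43.9%), and 58.2% of them carried the E-box motif.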

The majority of Olig2-bound sites were associated with a protein-coding gene, comprising 89%, or 3736 of the 4,214 Olig2-bound targets, while non-protein-coding RNAs made up 11% of the total target list, or 448 targets, and pseudogenes, snoRNAs, rRNAs, and snRNAs each comprised less than 1% of the total list of bound targets (Fig 1D). Of the 448 non-protein-coding targets, 137 were annotated as microRNAs (abbreviated miRNAs; Fig 1D). 

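The 137 peaks nearest to a microRNA belonged to 106 microRNA genes and lay farther from the annotated start of the gene than peaks nearest to protein-coding genes. Their median distance was 23321 bp, against 3632 bp for protein-coding genes. Within 1 kb lay 13 of them (9.49%), an odds ratio of 0.134 relative to protein-coding genes (95% confidence interval 0.0755 to 0.238, two-sided Fisher's exact test, p = 5.05e-18). Their median score was 14.8 and the highest 97.2, and 104 (75.9%) carried the E-box motif. The annotated start of a microRNA gene need not be where its primary transcript begins. Mir219a-2, for example, is annotated from 29845631 to 29845727, and the paper places it within an intron of a longer transcript. The distances of microRNA and protein-coding genes are therefore not measured alike, and the odds ratio does not show that microRNA promoters lack peaks.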

Notable among the list of targeted miRNAs was Mir219a-2 because it is abundant in the developing CNS, its induction coincides with OL differentiation, and it plays a critical role in facilitating the differentiation of proliferating OPCs into myelinating OLs [24–27]. Based on the results of our ChIP-Seq, we found that Olig2 occupies a region upstream of Mir219a-2 (or Mir219-2) locus and might therefore regulate Mir219a-2 in OLs in the adult spinal cord, revealing a potentially important mechanism whereby Olig2 regulates OL differentiation and myelination in the adult in vivo (Fig 1C). 

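The peak upstream of Mir219a-2, a microRNA of differentiating OLs, spans 29856906 to 29856956 on chromosome 2 of GRCm38, in intergenic sequence at -11204 bp from the annotated start of the microRNA gene (29845631 to 29845727). Its score of 21.7 ranked 883 of the list, and it carried the E-box motif.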

Unfortunately, not much known about the remaining 310 non-protein-coding targets identified in the ChIP-Seq due in part to the lack of annotation for long non-coding RNAs (lncRNAs). However, there were a few notable exceptions. For example, our data showed multiple Olig2 occupancy sites just upstream of two lncRNAs, Neat1 and Malat1/Neat2. 

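The other non-protein-coding RNAs were the nearest genes of 309 peaks, at 248 genes. Like the microRNA peaks, these lay within 1 kb of the TSS less often than peaks of protein-coding genes (65 of 309, 21.0%, odds ratio 0.341, 95% confidence interval 0.257 to 0.451, two-sided Fisher's exact test, p = 5.99e-16). Their median distance was 24046 bp, and 231 (74.8%) carried the E-box motif. The highest score among them was 83.5.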

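Both genes lie on chromosome 19, and the list placed 3 peaks upstream of them. Neat1, the RNA scaffold of nuclear paraspeckles (5824708 to 5845480), had a peak at -1271 bp (5846724 to 5846774) with a score of 78.6, rank 36 of all peaks. Malat1 (5795690 to 5802672), an abundant RNA of nuclear speckles, had a promoter peak at -1000 bp (5803646 to 5803696, score 20.03) and a weaker one at -9596 bp (5812242 to 5812292, score 9.91). The Neat1 peak and the promoter peak of Malat1 carried the E-box motif, although the 51 bp of the Malat1 promoter peak hold no CANNTG.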

A role for Malat1 in OL development has been suggested, however, its importance is unclear due to the lack of any clear phenotype in Malat1 knockout mice [48]. Our data suggests that Olig2 likely plays a regulatory role upstream of Malat1, Mir219a-2, and likely other non-protein-coding functional RNAs as a mechanism to control OL differentiation in the adult in vivo.

### Comprehensive de novo mapping of Olig2 targets in vivo

To investigate whether certain DNA motifs were enriched in the Olig2-binding sites, we applied a motif-discovery algorithm, HOMER [35]. 

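A sequence of the form CA(G/T)(C/A)TG(T/G) was found on either strand of the 200 bp around 2337 of the 4215 peak centers (55.4%, 95% confidence interval 53.9 to 57.0%), against 895 windows of the same width 1 kb downstream (21.2%, two-sided exact McNemar test, p = 2.68e-232). HOMER derived this form from the same peaks, so an excess over neighboring sequence was built in and is not independent evidence. Among the deposited motif hits, which cover the 51 bp of each peak, the E-box motif had a log p of -942 and marked 2529 peaks (60.0%, 95% confidence interval 58.5 to 61.5%). A word listed for this motif also occurred in 8.94% of 51 bp windows 1 kb downstream. These windows were searched only for words listed at peaks, so this share is not measured in the same way as the 60.0%. Peaks with the E-box motif had a median score of 13.4 and the other 1686 peaks 10.3 (difference 3.10, two-sided permutation test, p = 1e-05, the smallest the permutations can give). Among peaks within 1 kb of a TSS the difference was 2.37 (permutation test, p = 1e-05). Among peaks farther than 10 kb it was 1.84 (permutation test, p = 0.0186). Every peak of the list carried a hit of at least 1 of the 20 motifs. With the deposited words, 62.1% of the 4261 hits of the E-box motif matched the sequence form searched here.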

Analysis revealed that the motif CA(G/T)(C/A)TG(T/G)N was statistically overrepresented (logPval = -942) among Olig2-binding sites, appearing in ~60% of them (Fig 1E). Importantly, this resolved motif contains a canonical E-box (CANNTG), the postulated target consensus of Olig2 and the bHLH family of transcription factors. 

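The E-box CAGCTG stood out among the 10 forms of CANNTG, counted on either strand. It occurred in 200 bp around 1970 peaks (46.7%), against 9.40% of control windows 1 kb downstream, a 4.97-fold difference (two-sided exact McNemar test, adjusted p = 9.88e-316). CAGCTG lies within AGCAGCTG, the most frequent word of the motif derived from these same peaks, so its excess is not independent evidence. CACGTG, the form bound by factors such as Myc and Usf, was 2.46-fold more frequent at peaks (7.28% against 2.97%, exact test, adjusted p = 4.93e-19) and CAGATG 1.76-fold (26.5% against 15.1%, exact test, adjusted p = 1.20e-38). At promoter peaks CAGATG was not above control windows (11.4% against 13.3%). Less frequent at peaks were CACCTG (8.64% against 14.9%, exact test, adjusted p = 8.10e-19), CAAATG (0.586-fold), CATATG (0.633-fold), CAAGTG (0.696-fold) and CACATG (0.760-fold), while CAATTG and CAACTG did not pass the test. For CAAATG the gap was large at promoter peaks (3.53% against 13.7%) and small at distal peaks (11.5% against 13.9%). CAAGTG and CACATG differed in the same way, while CACCTG and CATATG were less frequent at both. CATATG is also a form that CA(G/T)(C/A)TG(T/G) allows. The excess of the form bound by Myc and Usf is not independent evidence either, since a listed motif derived from these same peaks holds it. The same is true of the form with the 1.76-fold excess, which the sequence form derived from these peaks allows. Promoters and distal regions differed. In 473 of the 1727 peaks within 1 kb of a TSS (27.4%), the 200 bp window held CA(G/T)(C/A)TG(T/G), against 1379 of the 1823 peaks farther than 10 kb (75.6%), an odds ratio of 0.121 (95% confidence interval 0.104 to 0.141, two-sided Fisher's exact test, p = 2.36e-189). The control windows of the same peaks also differed, but less, with 18.1% for promoter and 24.0% for distal peaks (odds ratio 0.702, 95% confidence interval 0.596 to 0.826). CAGCTG itself occurred at 24.6% of the promoter peaks and 63.4% of the distal peaks. Any form of CANNTG was present in 76.6% of peak windows and 66.4% of control windows (exact test, p = 5.29e-27), and in windows of 400 bp the shares were 88.4% and 88.2% (p = 0.810).

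**Figure D2:**
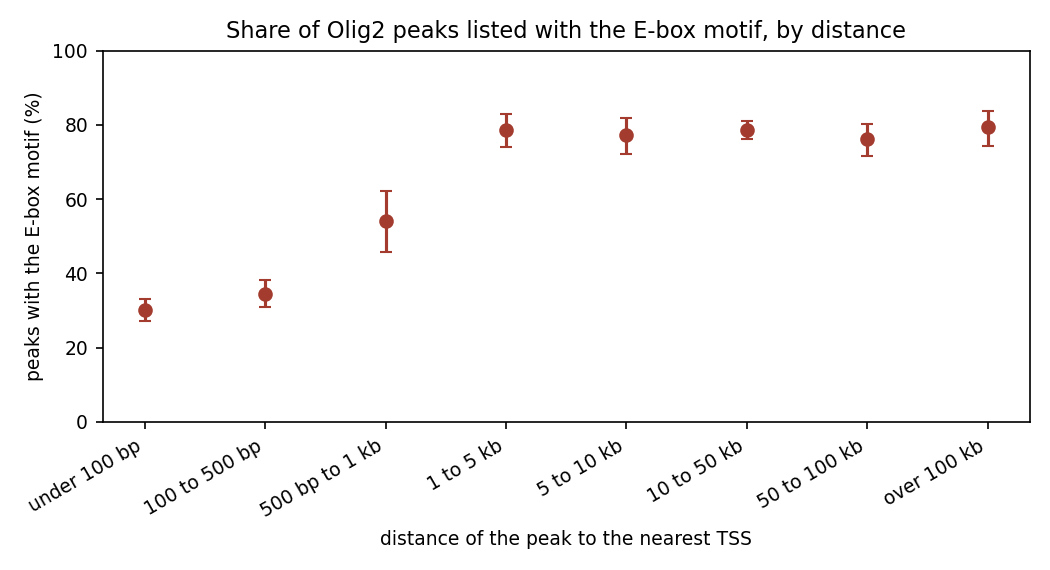
Share of Olig2 peaks that carry a deposited hit of the E-box motif (points, in percent) in 8 classes of distance to the nearest TSS, with exact 95% confidence intervals as bars. It is 30.2% under 100 bp, 34.6% from 100 to 500 bp, and between 76.3% and 79.4% in the classes beyond 1 kb.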

We compared our motif to those previously published for Olig2, and found that our motif is nearly identical to those found in previously reported Olig2-bound targets [38,39]. In [39] for example, the authors, used the same antibody against Olig2 as the one used in this study (see Materials and methods) and reported an E box-containing motif configuration (CAGCTGC) for Olig2-occupied targets that is strikingly similar to the one identified in our de novo analysis (Fig 1E). In [38], the authors used a different Olig2 antibody to identify targets of Olig2 in mouse embryonic stem cells in vitro, yet reported a motif (CCAGCTGCT) that is very similar to ours. This notable consistency across ChIP-Seq experiments suggests that there is strong motif conservation for Olig2 occupancy across cells and developmental stages.

### Olig2 targets myelination-related genes in the adult spinal cord

To identify the major biological functions represented by the gene targets in our dataset, we looked for statistically overrepresented gene ontology (GO) terms related to biological processes using PANTHER (GeneOntology.org; [49]). 

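Groups of genes differed widely in how often their members were the nearest gene of an Olig2 peak. Of 25 lists fixed before the data were examined, 11 held more bound genes than the other protein-coding genes, 3 held fewer, and the rest did not pass the test (two-sided Fisher's exact test per list, adjusted over the lists). Above the other genes stood the lists of myelin, of OLs and their precursors, of microtubules, and of PDGF, Wnt and BMP signaling, together with those of the unfolded protein response, autophagy and the mitochondrial ribosome. Receptors of smell and pheromones, and keratins, stood below. The number of lists that passed was 14 with all peaks, 7 with peaks that score at least 20, and 9 with peaks that carry the E-box motif. The GO terms of the paper rest on other gene sets and another background, which are not used here.

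**Figure D3:**
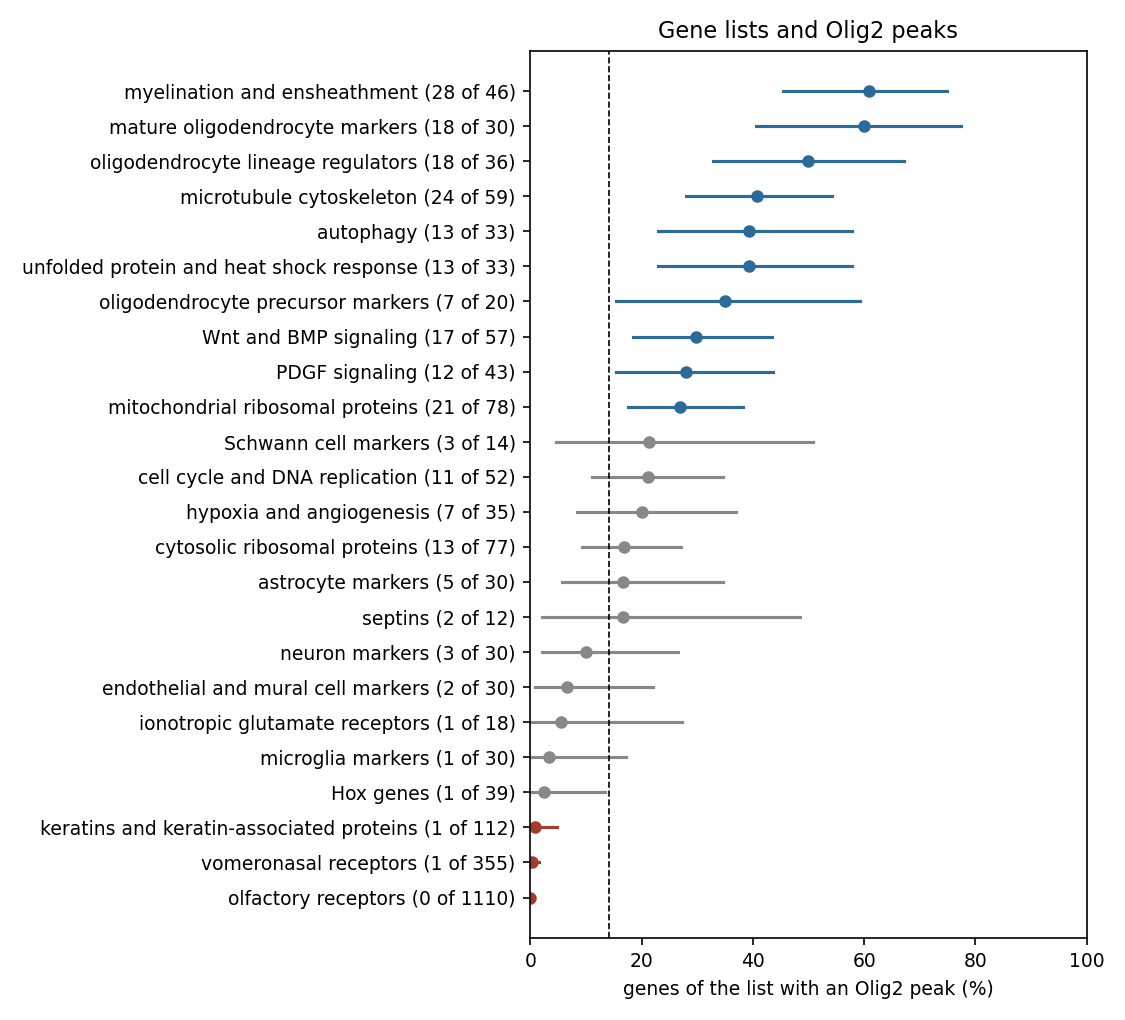
Share of the genes of each list that are the nearest gene of an Olig2 peak (points, in percent), with exact 95% confidence intervals as bars and bound and total genes in parentheses. Blue lists are bound more often and red lists less often than all other protein-coding genes, gray lists did not pass the test, 1 list is not shown, and the dashed line marks the 14.1% of all protein-coding genes.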

The ChIP-Seq GO profile revealed a statistical overrepresentation of terms associated with oligodendroglia physiology (Fig 2 and S2 Table). The top GO terms included myelination, ensheathment, and cell cycle regulation, processes consistent with OL development (Fig 2A and S2 Table). 

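Genes of myelination and ensheathment were bound more often than other genes. Of 46 such genes, 28 had a peak (60.9%, 95% confidence interval 45.4 to 74.9%; odds ratio 9.58, 95% confidence interval 5.29 to 17.3, two-sided Fisher's exact test, adjusted p = 2.24e-12). Opalin, an OL membrane glycoprotein, had its stronger peak on chromosome 19 (41101558 to 41101608) at -24470 bp, in an intron of the neighboring gene. Ppp1r14a, an inhibitor of a protein phosphatase (peak score 52.9), and Ndrg1, a protein of myelinating glia (51.0), had peaks within introns. Fth1, the heavy chain of ferritin, had a promoter peak at -179 bp (chromosome 19, 9982442 to 9982492, score 21.2), and Mal, a proteolipid of myelin, had peaks at +24913 bp and +28534 bp (chromosome 2, scores 12.4 and 8.90). Of the 43 peaks of the list, 30 (69.8%) carried the E-box motif and 10 lay within 1 kb of a TSS. The paper names 11 of the 46 genes from these data, so they are not independent evidence, and without them 17 of 35 had a peak (48.6%, odds ratio 5.79).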

Targets we identified with established roles in myelination and ensheathment included Mog, Mag, Mbp, Mobp, Mal, Cnp, Fth1, Opalin/Tmem10, Sirt2, and Cldn11, among many others [45–47]. 

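Genes of the cell cycle and DNA replication were bound mainly at their promoters. Of 52 genes on the list, 11 had a peak (21.2%, 95% confidence interval 11.1 to 34.7%), which did not differ from the other protein-coding genes by the test (odds ratio 1.64, 95% confidence interval 0.842 to 3.19, two-sided Fisher's exact test, adjusted p = 0.234). Cdk4, the kinase that pairs with D-type cyclins, had a peak at -244 bp (chromosome 10, 127063334 to 127063384, score 17.5). Mcm4 and Mcm5, subunits of the replicative helicase, had peaks at -122 bp (chromosome 16, 15637497 to 15637547, score 4.94) and at -109 bp (chromosome 8, 75109394 to 75109444, score 8.04). None of these 3 peaks carried the E-box motif, although the Cdk4 peak holds the E-box CACGTG. Ccnd3, a D-type cyclin, had the highest score of the list (25.5), followed by E2f4 (18.5), Cdk4 and E2f1 (11.2), where E2f4 and E2f1 are transcription factors of the cell cycle. Of the 12 peaks of the list, 9 lay within 1 kb of a TSS and 2 carried the E-box motif. The list passed the test when only peaks within 1 kb counted (odds ratio 2.66) or only peaks without the E-box motif (odds ratio 3.31), and it holds 3 genes that the paper names. The odds ratio fell below 1 without passing the test for peaks that score at least 10 (0.854) or 20 (0.490), lie farther than 1 kb (0.486) or carry the E-box motif (0.436).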

We also identified Cdk4, Mcm4 and Mcm5, regulators of cell cycle/division, as targets of Olig2, suggesting that in the adult spinal cord, Olig2 continues to influence OPC proliferation via the cell cycle. In addition, we examined whether specific protein families or classes were overrepresented in our dataset. 

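Genes of the microtubule cytoskeleton were bound more often than other genes, with 24 of 59 (40.7%, 95% confidence interval 28.1 to 54.3%; odds ratio 4.21, 95% confidence interval 2.50 to 7.09, two-sided Fisher's exact test, adjusted p = 2.00e-06). Behind Clip3, a microtubule-binding protein, the highest scores were those of Tubb4a, a tubulin abundant in OLs (57.3), Mapre1, a protein that tracks growing microtubule ends (54.6), and Dctn2, a subunit of the dynein activator dynactin (45.0). The microtubule list did not pass the test for peaks without the E-box motif (odds ratio 2.18).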

We identified an enrichment of targets associated with microtubule and actin cytoskeletal dynamics, suggesting a putative role for Olig2 in structural maintenance and remodeling of the myelin sheath (Fig 2B and S2 Table). We identified Sept9, a member of filament-forming septins that are abundant in myelin [50], and Cdc42, a member of the Rho family of GTPases required for OL maturation and formation of CNS myelin, as in vivo targets of Olig2, consistent with previous findings from a separate Olig2 ChIP-Seq study conducted in OLs in vitro [39,51]. 

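Sept9 had its strongest peak, with a score of 43.4, in intron 2 of 10 (chromosome 11, 117296949 to 117296999), and 5 of its peaks carried the E-box motif. The only other septin gene with a peak was Sept5 (score 5.89), so that 2 of 12 septins were bound (16.7%, odds ratio 1.22, 95% confidence interval 0.267 to 5.58, two-sided Fisher's exact test, adjusted p = 0.710). Cdc42 had a peak in its promoter, 42 bp downstream of the TSS (chromosome 4, 137357692 to 137357742, score 10.3), without the E-box motif.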

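Of 43 genes of PDGF signaling, 12 had a peak (27.9%, 95% confidence interval 15.3 to 43.7%), more than among other protein-coding genes (odds ratio 2.37, 95% confidence interval 1.22 to 4.62, two-sided Fisher's exact test, adjusted p = 0.0281). The highest scores were those of Shc1, an adaptor of receptor tyrosine kinases (30.8), Stat3, a transcription factor activated by phosphorylation (29.2), and Pik3r1, a regulatory subunit of PI3-kinase (29.2). Pdgfa, the ligand, had a peak at -56501 bp, within an intron of another gene (chromosome 5, 139051429 to 139051479, score 27.1), without the E-box motif. The promoters of Shc1 and Stat3 held their peaks, at -33 bp and -51 bp. The PDGF list passed the test under 2 of 8 other settings, and matched on the length of sequence nearest to each gene its number of bound genes was 1.71 times the median of random lists, which did not pass.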

Finally, we looked for significantly overrepresented pathways within our dataset and found that the Pdgfa signaling pathway was among the top overrepresented pathways associated with our list of ChIP-Seq targets (Fig 2C and S2 Table). Pdgf signaling pathway plays an important role in the normal development of OL lineage, as loss of Pdgfa in mice results in profound hypomyelination and reduced numbers of OPCs and OLs [52]. This further suggests that in the adult as in development, Olig2 continues to influence OPC proliferation. Taken together, the results of the GO analyses suggest that Olig2 continues to perform similar roles in adulthood as it does during late embryonic and postnatal development of the CNS, contributing to OL lineage progression and myelin production and ensheathment of axons in the adult spinal cord.

**Fig 2:**
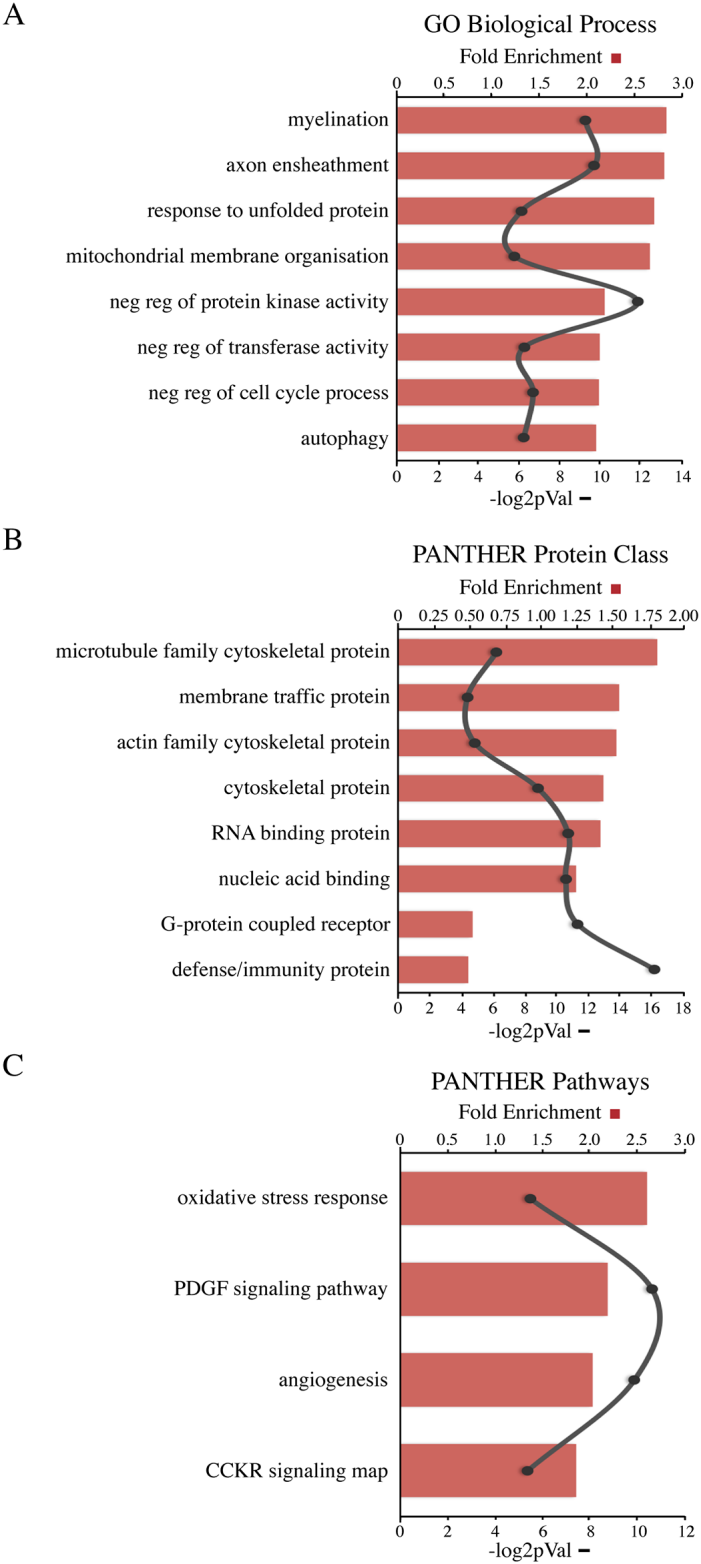
Functional GO terms overrepresented in the Olig2 ChIP-Seq dataset. Shown are the highest ranking terms for (A) Biological Processes, (B) Protein Class, and (C) Pathways according to PANTHER (geneontology.org) and ranked according enrichment score (FE; red bars) and statistical significance (-log2p-val; black line) as indicated.

### ChIP-qPCR validation of ChIP-Seq targets

Finally, we sought to validate the ChIP-Seq results by chromatin immunoprecipitation followed by quantitative PCR (ChIP-qPCR). We included in these experiments an IgG “mock” IP condition, which served as an important negative control. For the validation, we selected 13 targets from the complete dataset, taking into account whether they had previously been identified as a direct target of Olig2 elsewhere, and whether they had a documented role in the physiology of the OL lineage. In addition, we utilized high, low, and mid-range Peak Score (PS) values, as determined by the ChIP-Seq analysis (see Materials and methods; S1 Table), when making our selection. 

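The peaks listed for the 13 targets, that of Mpzl1 found by its gene name, ranged from near the top of the list to its lower part. The scores were 94.1 for Nrxn2 (rank 14 of the 4215 peaks), 88.3 for Clip3 (rank 18), 79.9 for Zcchc24 (rank 33), 74.4 for Rtkn (rank 43) and 62.5 for both Opalin and Olig1 (rank 83). Nkx6-2 stood at 53.9 (rank 133), just below the Nkx2.2 peak, and Cldn11 at 31.3 (rank 453). The lower scores were those of Mbp (17.4, rank 1271), Mog (16.5, rank 1387), Mpzl1 (10.9, rank 2299) and Mag (6.71, rank 3432). These peaks carried the E-box motif for 9 of the 13 targets, and those of Mbp, Mog, Mpzl1 and Mag did not. For Cldn11, Olig1 and Opalin the scores, ranks and motif are those of the listed peak, which is not the one the primers amplify.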

Primers were designed to recognize the genomic region corresponding to the peak summit for each target gene, and we referred to these primer pairs as “ON-target” (S3 Table). 

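Each ON-target primer pair was placed on the reference genome and compared with the deposited peaks. For 9 of the 13 targets the amplicon was nearest to the peak listed for the gene, with 3 of them overlapping it and the others at most 90 bp away. The coordinates listed for Mpzl1 match no peak, and its amplicon overlapped the peak assigned to this gene. For Cldn11, Olig1 and Opalin it overlapped another, weaker peak of the same gene. The Cldn11 amplicon (chromosome 3, 31149718 to 31149867) covered part of the promoter peak, which had a score of 11.4, 64069 bp from the listed peak. The Olig1 amplicon (chromosome 16, 91305820 to 91305985) covered a peak at +36168 bp with a score of 28.4, 39633 bp from the listed peak. The Opalin amplicon (chromosome 19, 41074179 to 41074350) covered a peak in intron 1 of 5 of Opalin with a score of 24.6, 27208 bp from the listed peak. Of these covered peaks, that of Opalin carried the E-box motif, and those of Cldn11 and Olig1 did not.

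**Figure D4:**
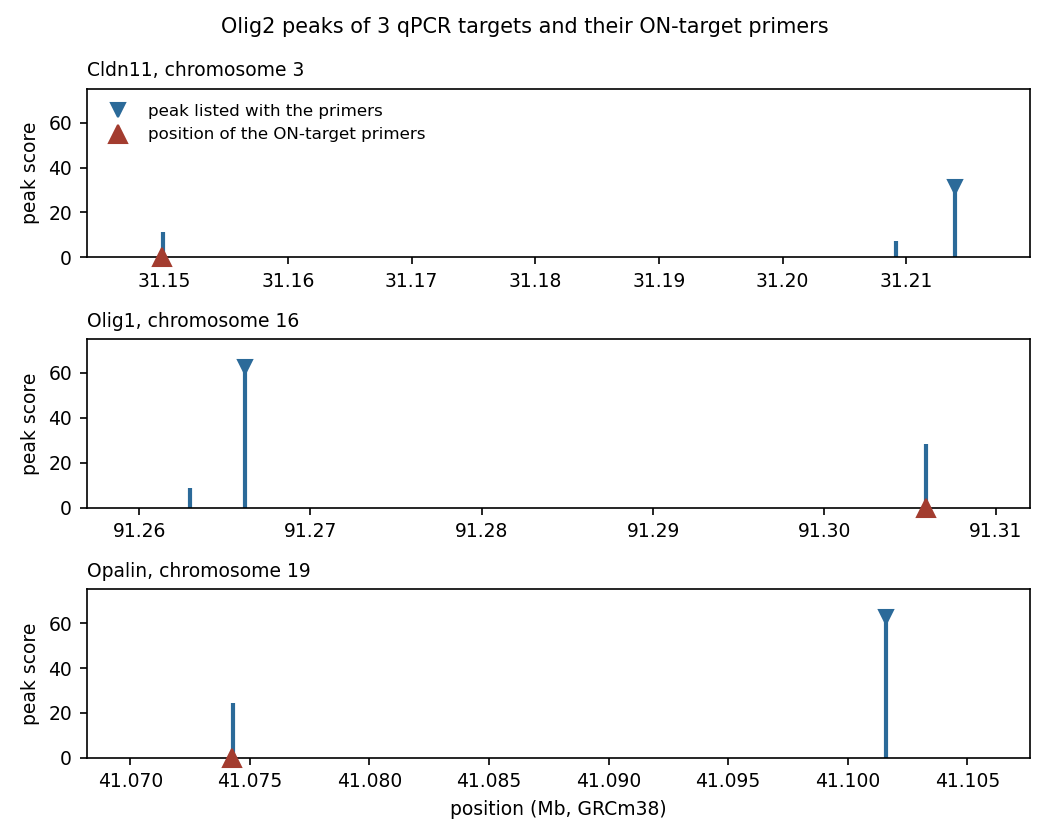
Olig2 peaks nearest to Cldn11, Olig1 and Opalin along chromosomes 3, 16 and 19 (position in Mb of GRCm38, height by peak score). Blue triangles mark the peak listed with the primers, red triangles the place of the ON-target primers, which for all 3 genes lies at a weaker peak.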

Among the potential targets we tested by qPCR, all 13-showed enrichment as percentage of input control (Fig 3). Clip3, which had a relatively high peak score (PS = 88.28) also showed comparatively high enrichment over input (Fig 3A). Curiously, Nrxn2, which had the highest relative peak score in our subset list (PS = 94.15), and Rtkn, which also had a high peak score (PS = 74.38), showed only modest enrichment over input (Fig 3A). Previously published Olig2 targets Olig1 (PS = 62.52) and Nkx6.2 (PS = 53.86) also showed enrichment over input (Fig 3A). The other targets we tested: Cldn11 (PS = 31.26), Mag (PS = 6.70), Mbp (PS = 17.40), Mog (PS = 16.50), and Mpzl1 (PS = 10.9), showed enrichment over input commensurate with their peak scores (Fig 3A). As an additional negative control, we designed primers recognizing genomic regions 10–30 kb away from the peak summit for Nkx2.2, Opalin, and Zcchc24, which we called the “OFF-target” set of primers (Fig 3B and S3 Table). In these regions, no Olig2 peaks were detected. In contrast to the qPCR results using the ON-target primers, qPCR using OFF-target primers showed no appreciable enrichment as a percentage of input for any of the targets tested, similar to the results of the IgG mock ChIP using ON-target primers (Fig 3B). 

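No Olig2 peak overlapped an OFF-target region, and their distances to the peaks differed. The region for Nkx2.2 (chromosome 2, 147188459 to 147188615) lay 7.60 kb from the Nkx2.2 peak, which was its nearest. The region for Zcchc24 (chromosome 14, 25787037 to 25787168) lay 20.95 kb from its peak, in the same way. The region for Opalin (chromosome 19, 41054997 to 41055138) lay 46.4 kb from the peak listed for Opalin and 19.1 kb from the weaker intron peak of this gene.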

Taken together, the ChIP-qPCR enrichment data coupled with the high confidence peak summit resolution of the ChIP-Seq, demonstrate that the Olig2-bound target sites identified in the ChIP-Seq are targets of Olig2 in the adult spinal cord.

**Fig 3:**
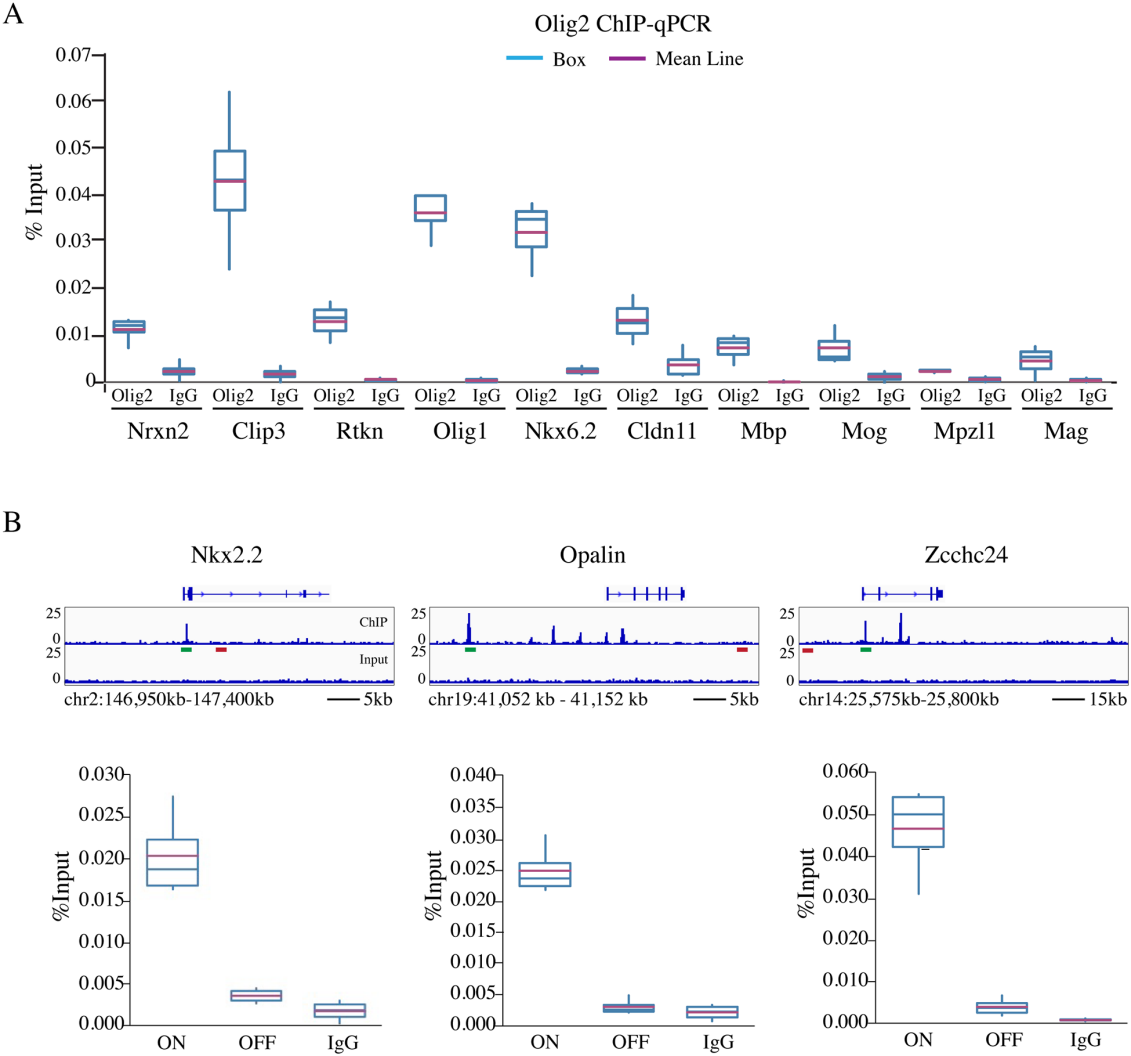
Validation of ChIP-Seq targets by ChIP-qPCR. (A) Box plot depicting enrichment over total genomic input (%Input) for both Olig2 ChIP (Olig2) and mock IgG (IgG) control conditions for 13 gene targets identified by ChIP-Seq. (B) IGV genome browser tracks showing the location of primers targeting either a specific ON-target peak summit (green bar; ON) or OFF-target region located 10–30 kb from the nearest peak (red bar; OFF) for Nkx2.2, Opalin, and Zcchc24. Results for all ChIP-qPCR data were generated from three independent experiments.

## Discussion

Despite its continued expression throughout the OL lineage well into adulthood, relatively little is known about how Olig2 functions in OL development and myelination in the mature spinal cord. In this report, we present findings from a ChIP-Seq analysis identifying direct in vivo targets of Olig2 in the adult mouse spinal cord. We found that Olig2 occupies both protein-coding and non-protein-coding targets, many with well-documented functional roles consistent with oligodendroglia physiology, in addition to numerous previously unreported targets. Moreover, de novo motif analysis revealed a binding motif that contained a canonical E-box that is strikingly similar to previously reported motifs recognized by Olig2. To our knowledge, ours is the first study to comprehensively identify genome-wide targets of Olig2 from adult mammalian spinal cord tissue.

One reason that Olig2 might remain functionally relevant in adult OLs is to activate or repress genes necessary for structural remodeling of myelin during adaptation events. The two most overrepresented GO terms for biological process were myelination and axon ensheathment while microtubule family cytoskeletal proteins were the most enriched PANTHER protein class (Fig 2A and 2B). Intracellular membrane trafficking along microtubules plays an important role in sustaining the structural and functional organization of mature OLs due to the large quantities of membrane required to form the myelin sheath, and for process outgrowth and ensheathment that involves the rapid disassembly of the actin cytoskeleton [53,54]. Our finding that cytoskeletal proteins were among the most overrepresented protein class in our dataset is consistent with previously reported results from a ChIP-Seq looking at Olig2 binding targets in mature OLs in vitro [46]. Numerous targets in our dataset have notable functional roles in either cytoskeleton dynamics related to motility/outgrowth or membrane trafficking. Sirt2, for example, is an oligodendroglia-specific protein that has been shown to inhibit OL differentiation in OPCs in vitro through deacetylation of microtubule cytoskeleton [55]. Cnp, Mbp, and Sept9, are tubulin-associated proteins that are abundant in myelinating OLs [56,57]. Clip3 is another cytoskeletal protein associated with myelin sheath formation [58]. We also identified several GTPase family members, known to be key regulators of the actin cytoskeleton. Rtkn, a downstream effector of Rho signaling, and also Cdc42, a member of the Rho family of GTPases with known roles in OL maturation and myelin sheath formation in the CNS [59,51], were both identified as targets of Olig2 in vivo. 

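Rtkn had 2 peaks on chromosome 6, with the stronger in the 5' UTR, exon 1 of 12, at +732 bp (83137791 to 83137841). The weaker lay in intron 2 of 12 at +1238 bp (83138297 to 83138347, score 11.2). The stronger peak carried the E-box motif.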

One possible role for Olig2 in differentiated OLs could be to control vesicular trafficking from the OL body to the distal myelin sheath, potentially through regulation of GTPases.

In the adult mammalian CNS, OLs continue to play crucial roles in providing both structural and metabolic support to the axons of neurons. The OLs transfer important energy metabolites, including glucose and lactate, which are important for survival of myelinated neurons, and act as anti-apoptotic and neuroprotective agents to help stave off inflammation and preserve the myelin sheath [60,61]. 

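Genes of the unfolded protein and heat shock response were bound more often than other genes, with 13 of 33 (39.4%, 95% confidence interval 22.9 to 57.9%; odds ratio 3.98, 95% confidence interval 1.98 to 8.01, two-sided Fisher's exact test, adjusted p = 0.000832). The highest scores belonged to Dnajb1, a co-chaperone induced by heat shock (31.9), Xbp1, a transcription factor of the unfolded protein response (26.0), Sdf2l1, a protein of the endoplasmic reticulum (17.8), and Calr, the chaperone calreticulin (15.4). Of the 14 peaks of this list, 12 lay within 1 kb of a TSS and 6 carried the E-box motif. The list did not pass the test for peaks that score at least 10 (odds ratio 2.28) or at least 20 (1.62), or for peaks with the E-box motif (2.43). Its odds ratio was 0.785 for peaks farther than 1 kb from the TSS.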

GO terms related to stress response and apoptotic response were also among those terms overrepresented in our dataset (Fig 2C), and there is strong evidence supporting protective roles for several identified targets in oligodendroglia in the adult CNS. For example, one of the targets identified in our ChIP-Seq was the crystallin Cryab, which is a negative regulator of inflammation with anti-apoptotic properties [62]. 

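Cryab had a promoter peak 32 bp upstream of the TSS (chromosome 9 of GRCm38, 50752914 to 50752964) with a score of 41.8, rank 248 of the list. The peak carried the E-box motif, and no other peak had Cryab as its nearest gene.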

Mice lacking Cryab displayed worse experimental autoimmune encephalomyelitis (EAE) and inflammation than wildtype littermates, while mice treated with recombinant Cryab showed a reduction in hyper-inflammatory response and demyelination effects seen in EAE [62]. It has been proposed that another target, Gpr17 might serve as a sensor for extrinsic damage signals under pathological conditions [63]. The authors in [44], who previously showed that Gpr17 is a direct target of Olig2, demonstrated that Gpr17 is activated upon injury to OLs and that targeted inhibition of Gpr17 promotes OL remyelination, highlighting the therapeutic potential for Gpr17 in demyelinating diseases [44]. The fact that Olig2 binds to DNA in the proximity of many genes involved the production and maintenance of myelin sheaths suggests that beyond its role in cell fate determination and differentiation Olig2 might also be important in controlling several cell biological processes unique to the oligodendroglia lineage.

Along these lines, Olig2 could also function as a mediator of extrinsic cues, activating or repressing downstream effector genes of different signaling pathways. We found that the Pdgfa signaling pathway was overrepresented among our list of targets (Fig 2C). Pdgf signaling is important for the survival and proliferation of OPCs, particularly in the spinal cord where deletion of Pdgf in mice lead to a substantial reduction of OPCs and OLs and severe hypomyelination [52], and is therefore consistent with a role for Olig2 in regulating OPC proliferation and perhaps OL differentiation in the adult spinal cord. One major barrier to successful remyelination under pathological conditions is the presence of negative regulatory pathways that operate in the demyelinating environment, including BMP/Smads and Wnt/catenin signaling. We identified a number of targets that are downstream effectors of some of these signaling pathways including Tcf7l2 and Tcf4 that mediate Wnt/catenin signaling and coordinate timing of OL differentiation and myelinogenesis in the CNS [64]. 

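Tcf7l2 had peaks at +134212 bp (chromosome 19, 56029508 to 56029558, score 33.4) and at +56298 bp (score 17.1), both in intergenic sequence, of which the weaker carried the E-box motif. Tcf4 had its peaks in intron 6 of 19 (chromosome 18, 69536985 to 69537035, score 27.1) and intron 8 of 19 (score 7.85), both with the E-box motif. This gene counts here among the regulators of the oligodendrocyte lineage and is not on the list of Wnt and BMP genes. Of 57 genes of Wnt and BMP signaling, 17 had a peak (29.8%, 95% confidence interval 18.4 to 43.4%; odds ratio 2.60, 95% confidence interval 1.47 to 4.60, two-sided Fisher's exact test, adjusted p = 0.00452). Besides Wnt7b and Tcf7l2, the highest scores were those of Id3, a target of BMP signaling that inhibits bHLH factors (56.4), and Rnf43, a ubiquitin ligase that removes Wnt receptors (28.2). Only 5 of the 27 peaks of the list lay within 1 kb of a TSS, and with these alone the list did not pass the test (odds ratio 1.22).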

We also observed Sip1, which antagonizes BMP receptor activated Smad activity while activating OL differentiation promoting factors [43]. In addition to Pdgf signaling, oxidative stress response and angiogenesis were two pathways that were also statistically overrepresented (Fig 2C). 

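Of 35 genes of hypoxia and angiogenesis, 7 had a peak (20%, 95% confidence interval 8.44 to 36.9%), which did not differ from other protein-coding genes by the test (odds ratio 1.53, 95% confidence interval 0.667 to 3.50, two-sided Fisher's exact test, adjusted p = 0.454). Ddit4, an inhibitor of mTORC1 induced by hypoxia, had 4 peaks, the strongest in its promoter at -311 bp (score 42.7). Ephb4, a receptor of vascular development (35.6), and Vegfa, the main angiogenic growth factor (21.4), had peaks at +62596 bp and +30439 bp. Of the 12 peaks of the list, 11 carried the E-box motif. The list is not the PANTHER pathway of angiogenesis, and no list of oxidative stress genes was fixed.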

The high metabolic demands of OPCs as they differentiate into mature, myelinating OLs under different physiological conditions, requires an adequate blood supply of nutrients and oxygen. Under hypoxic conditions (oxygen tension), OPC development and white matter vascular development are tightly coupled events mediated by extrinsic canonical Wnt signaling and intrinsic HIF factors [65]. Our ChIP-Seq identified both Wnt7b, a pro-angiogenic factor and downstream effector of HIFs, as well as von Hippel Lindau (Vhl), which targets HIF factors for degradation under normal physiological conditions, as in vivo targets of Olig2 (S1 Table). Therefore, it is possible that in the adult CNS these molecules are involved in the remodeling of vessels during the generation of new OLs. These findings suggest that Olig2 might be a hub gene, coordinating divergent signaling cues that are important for the progression of OL specification and differentiation in the adult CNS.

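Wnt7b had 3 peaks in intergenic sequence on chromosome 15, the strongest at -31812 bp (85613608 to 85613658) with a score of 71.0, rank 51 of all peaks. The others lay at -52849 bp (score 18.6) and -29181 bp (score 5.61). Vhl had a peak in its promoter, 86 bp downstream of the TSS (chromosome 6, 113624082 to 113624132), with a score of 8.99 and the E-box motif.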

The identification of numerous cell cycle genes as in vivo targets of Olig2 as well as the overrepresentation of GO terms related to cell cycle regulation are consistent with a role for Olig2 in OPC proliferation in the adult. Among the list of Olig2 targeted cell cycle genes included the cyclin kinase Cdk4, and mini chromosome maintenance proteins Mcm4, and Mcm5, DNA helicases that are required for licensing the DNA for successful replication. It is possible that Olig2 is maintained in adult OPCs as a means to directly regulate their cell cycle, and because the aforementioned targets regulate the early phases of cell cycle, it could act as the gatekeeper of OPCs entering the cell cycle from G0.

We identified several non-protein-coding targets of Olig2, including several miRNAs. miR-219 is one the most abundant miRNAs in mature OLs and is an essential factor in promoting OL differentiation, in part by suppressing cell cycle factors that promote continued OPC proliferation [24,25]. There are two paralogs of miR-219, miR-219-1 and -2, renamed Mir219a-1 and Mir219a-2 located on chromosomes 17 and 2 in the mouse genome, respectively. We identified Mir219a-2 as a direct target of Olig2 in vivo. It is unclear which paralog was being described in [25], however, there is evidence that strongly implicates Mir219a-2 in OL development and myelination in the CNS. For example, it was recently reported that the locus of Mir219a-2 is embedded within the intron of lncOL4, a non-protein-coding transcript that itself appears to regulate myelin-related gene expression [66]. Knockdown of lncOL4 lead to a decrease of Mir219a-2 abundance, leading the authors to speculate that the regulatory sequence controlling Mir219a-2 is also embedded within the lncOL4 locus and that some or all of the functional significance of lncOL4 in OL differentiation might be mediated through Mir219a-2 [66]. Two recent studies demonstrated the therapeutic potential of miR-219 for remyelination in animal models of demyelinating diseases [26,27]. In [26], it was shown that miR-219 accelerated the differentiation of mouse embryonic stem cells into OPCs that were in turn able to myelinate spinal neurons in vitro. Furthermore, transplantation of these miR-219-induced OPCs enhanced remyelination and cognition following cuprizone-induced demyelination [26]. In [27], it was demonstrated that small molecule mimics of miR-219 promoted remyelination in an EAE model of MS. It is possible that, in addition to Mir219a-2, any number of the miRs identified in our ChIP-Seq might have important functional roles in OL development and myelin formation and repair, however, they will need to be addressed in future studies.

Despite the aforementioned advantages of using whole CNS tissue to detect physiologically relevant binding sites of TFs, one drawback of this approach is that it makes it difficult to differentiate between different cells types. While the importance of Olig2 in establishing the OL lineage is well known, we cannot rule out that some targets identified in our ChIP-Seq derive from a smaller population of Olig2 expressing astroglia [29–31]. For example, we detected Olig2 occupancy at sites near Glast/Eaat1 and AldoC, two genes that are specifically expressed in astrocytes, while other astrocyte-centric genes like Gfap, Aqua4, Glt-1/Eaat2, and Aldh1l1 were not identified as targets of Olig2 in vivo [67,68]. 

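Some astrocyte genes named in the paper had an Olig2 peak and others had none. Slc1a3 (Glast), a glutamate transporter, had a peak at -27556 bp (chromosome 15, 8738338 to 8738388, score 28.4) and another in intron 3 of 9 (score 9.53). Aldoc, an aldolase, had a promoter peak at +39 bp (chromosome 11, 78324212 to 78324262, score 11.6) without the E-box motif. Gfap, Aqp4, Slc1a2 (Glt-1) and Aldh1l1 were the nearest genes of no peak. Of 30 astrocyte markers, 5 had a peak (16.7%, odds ratio against other genes 1.22, two-sided Fisher's exact test, adjusted p = 0.655), Fam107a and Gjb6 among them. Of 30 markers of mature OLs, 18 had a peak (60.0%, 95% confidence interval 40.6 to 77.3%; odds ratio 9.21, Fisher's exact test, adjusted p = 4.42e-08). The share was higher than among astrocyte markers (odds ratio 7.5, 95% confidence interval 2.24 to 25.1, Fisher's exact test, adjusted p = 0.00179 over 6 cell types). By the same exact test it was also higher than among markers of neurons (3 of 30, odds ratio 13.5, adjusted p = 0.000188), microglia (1 of 30, 43.5, adjusted p = 1.55e-05), endothelial and mural cells (2 of 30, 21.0, adjusted p = 5.62e-05) and Schwann cells (3 of 14, 5.50, adjusted p = 0.0293). The difference from markers of OL precursors did not pass the exact test (odds ratio 2.79, adjusted p = 0.148). Of these 6 comparisons, 5 passed with all peaks, 6 with peaks that score at least 10 (OL precursors included, odds ratio 6.48), 2 with peaks that score at least 20, 2 with peaks within 1 kb of the TSS, 4 without genes the paper names and 3 with peaks that carry the E-box motif. At a score of at least 20 and within 1 kb, the comparisons with astrocytes (odds ratios 10.5 and 4.26), neurons (5.09 and 8.83) and Schwann cells (4.73 and 9.26) did not pass. With the E-box motif those with astrocytes (4.33) and Schwann cells (2.44) did not, nor did Schwann cells without genes the paper names (3.06). OL precursors passed at a score of at least 10 only. The paper names 8 of the mature OL markers and 6 of the astrocyte markers, and without these genes 10 of 22 and 3 of 24 had a peak (odds ratio 5.83).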

We also note that there may be considerable overlap between binding sites associated with certain essential genes like housekeeping genes that might be shared across lineages. Despite these potential drawbacks, the fact that we cannot distinguish between Olig2 binding events in oligodendroglia and astroglia should not detract from the significance of these findings considering the prevailing functional role of Olig2 in the former cell lineage as opposed to the latter.

Finally, in addition to its expression in adult oligodendroglia, Olig2 is a key driver of tumor growth and proliferation [69,70], and is part of a core set of neurodevelopmental transcription factors capable of reprogramming differentiated glioma cells into stem-like tumor-propagating cells [71]. Interestingly, in [71], the authors reported the results of an Olig2 ChIP-Seq in dissociated glioblastomas where they identified a consensus motif very similar to ours (CAGCTG) using a different antibody against Olig2 than the one used in our ChIP experiments [71]. These data further strengthen the validity of our ChIP-Seq findings and also highlight the need to identify targets of Olig2 in vivo, as many of the downstream effector targets of Olig2 under normal conditions are likely involved in variety of pathophysiological events including cancer.

In summary, our findings help clarify the role of OPCs and OLs in the adult mammalian spinal cord by elucidating the gene regulatory network of a major transcriptional regulator of oligodendroglia, Olig2, in an adult in vivo context. In this report, we have provided a novel and comprehensive list of direct binding targets of Olig2 in vivo in the adult spinal cord that will provide candidates for future studies aimed at understanding how adult OPC differentiate and how OL function is maintained during both physiological and pathological processes.

## Supporting information

S1 Fig Comparative analysis of genomic regions bound by Olig2 in the adult spinal cord. Shown are conservation curves for the indicated organisms aligned to the mouse genome using the VistaPoint Alignment Tool (pipeline.lbl.gov) for target genes Nkx2.2 (A), Zfp536 (B), Nkx6.2 (C), and Klf9 (D). Below the VistaPoint curves are the tracks for Olig2 ChIP and Input regions from the corresponding genomic location generated using the IGV browser. A region was considered conserved if the conservation over that region met the default values for both the minimum conserved width (100 bp) and conservation identity (70%). Regions of high conservation are colored according to the annotation as exons (dark blue), UTRs (light blue), or non-coding (pink). Grey bar demarcates regions of strong conservation and corresponding Olig2 ChIP-Seq peak summit.
(TIF)

S1 Table Olig2 ChIP-Seq target list. A complete list of all targets identified by Olig2 ChIP-Seq.
(XLSX)

S2 Table PANTHER GO functional terms. Gene Ontology Analysis of Olig2-bound target genes using PANTHER, categorized according to biological process (A), molecular function (B), cellular component (C), protein class (D), and pathways (E).
(XLS)

S3 Table Primers used in ChIP-qPCR analysis. A complete list of ON-target (A) and OFF-target (B) primer pairs and their corresponding coordinates that were used in the ChIP-qPCR.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

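Olig2 ChIP and Input Control chromatin came from whole spinal cord of male C57BL/6 mice at 6 weeks of age, with 5 cords aggregated for each IP. Only the list of Olig2 peaks was analysed, and no values of the Input Control were used. According to the paper and the submitters' processing notes, the authors aligned reads to mm10 with BWA, called peaks with MACS2 at a fragment size of 148 bp, and annotated peaks and searched them for motifs with HOMER, in the BaseSpace Labs ChIP-Seq application 1.0.2. They pooled 2 experiments before calling peaks, so the list has no replicates. No count model and no paired analysis was possible because each peak has a single value from the pooled reads.

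The peak score of each peak was made by the authors with their peak caller, from pooled ChIP reads against pooled Input reads, and was used as deposited. Its scale is not named, so scores were ranked and compared within the list but not read as enrichment. The GC content, deposited by the authors as a fraction of the 51 bp of each peak, was used to check positions. In the GRCm38.p6 reference, 4215 of 4215 peaks had the deposited GC fraction, and 7177 of 7177 deposited motif hits were found at their place. The distance to the nearest TSS, the annotation, the nearest gene, its type and the motif hits are HOMER's, as deposited. A second table of 5 peaks repeated peaks of the list and was not used. The 9 gene names that a spreadsheet had turned into dates were restored through their Entrez numbers, and 3459 of 3463 nearest genes were matched to the RefSeq annotation of GRCm38.p6. The depth behind each peak is unknown, and intervals of shares are exact (Clopper-Pearson, 95%) and cover counting error only.

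Distances to the TSS were compared with 10 random windows for each peak, placed on the same chromosome in sequence without gaps, by two-sided Fisher's exact tests. Upstream and downstream peaks were compared by an exact binomial test. Motifs were searched on both strands in 200 bp around each peak and around a control position 1000 bp downstream, and compared by exact McNemar tests. Peaks within 1 kb of a TSS were compared with peaks farther than 10 kb, by Fisher's exact test for motifs and by 100000 permutations of the difference in medians for scores. A gene counted as bound when it was the nearest gene of at least 1 peak, the rule of the paper. Each of 25 gene lists was compared with all other protein-coding genes by a two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the lists and a threshold of 0.05. The lists cover myelination, regulators of the oligodendrocyte lineage, the cell cycle, the microtubule cytoskeleton, septins, PDGF signaling, Wnt and BMP signaling, hypoxia and angiogenesis, the unfolded protein response, autophagy, ionotropic glutamate receptors, cytosolic and mitochondrial ribosomal proteins, Hox genes, keratins, and olfactory and vomeronasal receptors. They also hold markers of mature OLs, OL precursors, astrocytes, neurons, microglia, endothelial and mural cells, and Schwann cells. Lists overlap, and 29 of the 30 markers of mature OLs are also on the myelination list. Markers of mature OLs were compared with those of each of the other 6 cell types in the same way. Confidence intervals of odds ratios are on the log scale, with a correction where a count was 0.

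The lists, the tests and 46 alternative settings were fixed before the data were examined, and 8 alternatives that use the deposited hits of the E-box motif were added afterwards. The comparison with annotated enhancers, the forms of the E-box, the scores of peaks with and without the E-box motif, the comparison of gene types by distance, and the placement of ON-target primers were also chosen afterwards. Alternatives changed the score required (10 or 20), the window around the TSS, the control sequence, the motif window (50, 100 or 400 bp), the peaks that count for a gene, and the background of the gene lists, with 10000 random lists matched on the length of sequence nearest to each gene. Genes named in the text are those the paper names, the nearest genes of the 10 highest peaks, the 5 genes with the most peaks, and up to 4 genes with the highest scores of each list, apart from 1 gene and 1 list that are not reported here. The first lines of the paper's S1 Table, which holds peak scores, had been seen when this rule was written. The read density and cross-correlation, the conservation of peaks, the ChIP-qPCR values and the IgG control were left out, since the list of peaks does not hold them.

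The list test was tested on simulated data, with 5 of the lists bound at 40% and other genes at 14%. It called 83.4% of the planted lists and 0.75% of the unchanged lists, and recovered a median odds ratio of 4.03 for a planted 4.10. With no list planted, 0.12% were called. A motif planted in simulated windows was found in 100% of them, and 6% of paired tests without a planted motif fell under 0.05. The analysis used python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9, and samtools 1.23.1.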

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

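The tests of the skipped peak numbers, the count of CACGTG and the settings for peaks with or without the E-box motif were chosen after the results were seen, and the tests of the promoter motif were set before.

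The peaks carry numbers that rise along each chromosome up to 7859, but 3644 of these numbers are missing from the list, and the paper does not comment on them. No peak lacks a listed motif. Motifs so loose that nearly any window holds one do not explain this, since a listed word occurs in 18.2% of windows of the same width 1 kb downstream, and words missed by such a list, which occur at 15.5% of peaks when peaks are searched with the words of others, would not close the gap unless they were far more frequent away from peaks. It may be that called peaks without a listed motif were left out, as 100% of the listed peaks carry one, but this idea came from the same data and no list of the missing peaks was used, so it stays open, and no biological explanation was tested. If the numbering counts called peaks, those with the E-box motif would be 32.2% of the numbers.

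Near the TSS, the E-box form of the paper was present at 27.4% of peaks, against 75.6% of distal peaks. The GC content of the windows does not account for it as the whole cause, since the odds ratio with GC as a covariate was 0.152 (95% confidence interval 0.127 to 0.181), and weaker promoter peaks do not either, since it was 0.154 in the third of peaks with the highest scores. A list that keeps any peak with a listed motif could favor promoters if their sequence offered more of the other motifs. In control windows the odds ratio for a word of another motif was 1.06 (95% confidence interval 0.849 to 1.31). These windows lie 1 kb downstream of the peaks, need not be promoter sequence, and were searched only for words listed at peaks. The test therefore cannot decide this, and it stays open. Binding at promoters through other factors was not tested, and whether promoter peaks reflect direct contact of Olig2 with DNA cannot be told from this list.

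The motifs besides the E-box motif are not discussed in the paper. Of the 20 listed motifs, 18 were more frequent near the TSS than at distal peaks. This is not a separate result. Every listed peak carries a motif, and the E-box motif marked 33.9% of promoter peaks against 78.3% of distal peaks. As a group, the other motifs therefore had to be more frequent near the TSS. How much of the odds ratio of each motif comes from this was not tested. Another motif has TGATTGGC, which holds a CCAAT box on the reverse strand, as its most frequent word. A hit of it need not hold a CCAAT box: the promoter peak of Mbp, marked by this motif alone, holds none on either strand. This motif marked 797 peaks (18.9%), with an odds ratio of 1.34 near the TSS. The E-box motif was absent from 1142 promoter peaks and 396 distal peaks, so the composition of the list could give this odds ratio on its own. The motif whose most frequent word is GCTTCCGGCCAA, which holds the GGAA core of ETS factors on the reverse strand, marked 232 peaks. These were 11.7% of promoter peaks and 1.21% of distal peaks (odds ratio 10.8). The E-box CACGTG, which differs from the form named by the paper, was present at 307 peaks.

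Among gene groups outside those the paper discusses, 21 of 78 genes of mitochondrial ribosomal proteins had a peak (26.9%, 95% confidence interval 17.5 to 38.2%; odds ratio 2.26, two-sided Fisher's exact test, adjusted p = 0.00628). Of their 21 peaks, 15 lay within 1 kb of a TSS. Behind Mrpl34, the highest scores were those of Mrps5 (48.1, in intergenic sequence at +24974 bp), Mrps9 (35.5) and Mrpl20 (30.8). The list did not pass the test for peaks that score at least 10 (odds ratio 1.87) or at least 20 (1.72), for peaks farther than 1 kb (1.01), or for peaks with the E-box motif (1.80) or without it (2.04).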

How the results depend on the processing

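Settings that use the E-box motif hits of the deposited list were added after the values had been seen, and the others were set before the data were examined. Over all results, 286 values were computed under alternative settings. Of 96 for the main results, 69 kept their direction and side of the threshold, 8 lost the call, 2 gained it, 13 moved and 4 changed direction, all for the cell cycle list. Of 160 for the other gene lists, 122 kept direction and call, 18 lost the call and 20 changed direction, and of 30 for the single cell types, 20 kept it, 9 lost it and 1 gained it. The enrichment within 1 kb of the TSS, the excess of upstream peaks, the lower motif share and score of promoter peaks, the low share of chromosome X, the myelination list and the OFF-target distances kept their calls or values under every setting run for them. Depth could not be examined, since the list holds no read counts, and no peak list of a single experiment was used, so the spread between experiments is unknown.

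With a peak score of at least 10, 2549 peaks were left and 33.9% lay in promoters, and the odds ratios were 0.854 for the cell cycle, 0.788 for Schwann cells and 0.932 for septins. With a peak score of at least 20, 1047 peaks were left, 29.0% in promoters and 87.0% nearest to protein-coding genes, 7 lists and 2 cell type comparisons passed the test, and the odds ratios were 3.31 for PDGF, 0.490 for the cell cycle, 0.782 for autophagy, 0.863 for astrocytes, 1.47 for glutamate receptors and 1.79 for neurons. Fewer peaks leave fewer bound genes at these scores. With 1 peak per gene, 42.0% lay in promoters. In 400 bp windows, CANNTG was present at 88.4% of peaks, no longer above control windows, which also held it at 88.2%. With deposited hits in place of the sequence form, 60.0% of peaks held the motif. With peaks within 1 kb, 2 cell type comparisons passed, and the odds ratios were 2.66 for the cell cycle, which then passed, 2.056 for PDGF, 0.666 for OL precursor markers, 0.436 for Schwann cells, 0.767 for hypoxia and 0.904 for astrocytes. With peaks farther than 1 kb, they were 2.37 for PDGF, 0.486 for the cell cycle, 0.785 for the unfolded protein response and 1.35 for neurons. Without genes the paper names, PDGF had 2.24, septins 0.610 and astrocytes 0.872. With peaks that carry the E-box motif, 19.97% lay in promoters, 9 lists and 3 cell type comparisons passed, and the odds ratios were 1.77 for PDGF, 0.436 for the cell cycle, 0.598 for cytosolic ribosomal proteins, 0.993 for septins and 1.21 for neurons. With peaks without it, they were 3.31 for the cell cycle, which then passed, 2.18 for microtubules, 0.406 for hypoxia, 0.476 for Schwann cells and 0.476 for astrocytes. Against matched random lists, PDGF had 1.71 times the median number of bound genes. Where a call or direction changed and no reason is given here, the cause was not tested. Of the 24 changes of direction, 21 concern lists that passed the test neither with all peaks nor in that setting.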

Differences from the paper's values

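No value in this part comes from a test chosen after the result was seen, apart from the placement of the ON-target primers, the comparison with annotated enhancers and the odds ratio of the cell cycle list for peaks without the E-box motif. For the OFF-target regions, the paper's highest distance is 30 kb, from the peak summit of the gene in its text and from the nearest peak in its legend, while the Opalin region lay 46.4 kb from the peak listed for Opalin with the ON-target primers. None of the alternatives set before the data were examined applies to this distance. Measured to the nearest peak of the list, the distance of the Opalin region was 19.1 kb and the highest of the 3 was 20.95 kb, which are within the paper's range. The Nkx2.2 region lay 7.60 kb from its peak, below the lower end of the paper's range of 10 kb.

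The paper states that ON-target primers lie at the peak summit of each gene. For 9 of 13 targets the amplicon was nearest to the listed peak, while for Cldn11, Olig1 and Opalin it lay at a weaker peak of the same gene, 64069, 39633 and 27208 bp from the listed one. The coordinates given for Mpzl1 in S3 Table match no peak of the list, but its amplicon overlaps the peak that the list assigns to this gene.

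In Fig 1B the intergenic share is larger than the intron share. The list gives 32.4% for introns and 23.8% for intergenic regions, and its promoter share matches the one printed.

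The paper associates a peak with Nkx2.2, while the list assigns this peak to Nkx2-2os, with a peak score of 55.0. The paper places this peak in a region with enhancer activity, while no enhancer of the RefSeq annotation, another set than the paper's, overlapped it, and an enhancer annotated for Nkx2.2 lay 7252 bp away.

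The paper finds cell cycle regulation overrepresented among its GO terms, where the list of 52 cell cycle genes did not pass the test with all peaks (odds ratio 1.64). It passed with peaks within 1 kb (odds ratio 2.66) and, in a setting chosen after seeing the values, with peaks without the E-box motif (odds ratio 3.31), which keeps the peaks of Cdk4, Mcm4 and Mcm5 but ends the call of the microtubule list. The gene sets, the background and the test differ from those of PANTHER. Angiogenesis is also among the paper's pathways, where the list of 35 genes of hypoxia and angiogenesis did not pass (odds ratio 1.53).

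Small differences remained in counts at the paper's own definitions. The list holds 4215 peaks, where the paper gives 4214, and 446 peaks nearest to non-protein-coding RNAs, where the paper gives 448.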

Other observations

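The search for annotated Olig2 sites and the test of X copy number were chosen after the results were seen. Several gene groups outside those at the claims differed in how often their genes were bound. Of 33 autophagy genes, 13 had a peak (39.4%, odds ratio 3.98, two-sided Fisher's exact test, adjusted p = 0.000832), the highest being Wipi1, which acts in the growth of autophagosomes (peak score 21.6), Sqstm1, a cargo receptor (18.9), Map1lc3a, a protein of the autophagosome membrane (18.7), and Tfeb, a transcription factor of lysosomal genes (17.1). For peaks that score at least 20, 1 of the 33 autophagy genes was bound and the odds ratio fell to 0.782, and for peaks farther than 1 kb the list did not pass the test (odds ratio 2.18). Cytosolic ribosomal proteins did not pass the test (13 of 77 genes, odds ratio 1.24, Fisher's exact test, adjusted p = 0.579). The highest scores were those of Rps24 (57.6), in intergenic sequence at +288577 bp, and of the promoter peaks of Rpl30 (24.0) and Rpl34 (22.4).

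Few peaks were assigned to receptor genes of the olfactory and vomeronasal systems or to keratins. None of 1110 olfactory receptor genes had a peak, which allows a share of up to 0.332% (odds ratio 0.00259, two-sided Fisher's exact test, adjusted p = 2.28e-74). Of 355 vomeronasal receptor genes, 1 had a peak, Vmn2r29 (odds ratio 0.0169, Fisher's exact test, adjusted p = 4.62e-21), and of 112 keratin genes 1 did, Krt8 (odds ratio 0.0547, Fisher's exact test, adjusted p = 5.79e-06). Hox genes (1 of 39, Hoxc4, odds ratio 0.160, adjusted p = 0.0598 by Fisher's exact test) and ionotropic glutamate receptors (1 of 18, Grik2, odds ratio 0.359, adjusted p = 0.579 by Fisher's exact test) did not pass the test.

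An Olig2 peak lies at an enhancer of Sox10, although Sox10 is the nearest gene of no peak. The reference annotation marks 3 sites as bound by Olig2, all in an enhancer on chromosome 15 (79201439 to 79202109) that is annotated as active in OLs among other tissues. The site CCATTCTCCACGTGGTTGTGGT (79202069 to 79202090) lies within a peak (79202050 to 79202100, peak score 11.2), 37.6 kb from the TSS of Sox10, that the list assigns to Pick1 at -27098 bp. The other sites, CCTCCCACCAGCTGCCCCAGGC and GGGGACCGCAGCTGTAGGGGCT, lie 39 bp and 188 bp from this peak.

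Chromosome X held 51 of the 4212 nuclear peaks (1.21%, 95% confidence interval 0.903 to 1.59%), against 4.41% of protein-coding genes (two-sided exact binomial test, p = 1.98e-32). Receptor families and the length of sequence around genes do not account for this, since of the 966 protein-coding genes on X, 898 have a length of nearest sequence and 39 of these were bound, where autosomal genes matched on the length of nearest sequence and on olfactory or vomeronasal membership gave a median of 159 (95% of 10000 draws from 138 to 181). The single X of male mice may lower scores below the threshold, but a prediction that scales scores with copy number gave a share of 4.29%, and because the scale of the score is unknown this does not decide it. Chromosome Y held no peak. No biological explanation was tested.

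The list also holds 3 peaks on the mitochondrial genome, from 2768 to 2818 (peak score 6.14), 3328 to 3378 (10.5) and 12816 to 12866 (4.33), none of them with the E-box motif.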
